# Spaceflight-Induced Gene Expression Profiles in the Mouse Brain Are Attenuated by Treatment with the Antioxidant BuOE

**DOI:** 10.3390/ijms241713569

**Published:** 2023-09-01

**Authors:** Isaac Kremsky, Samir Ali, Seta Stanbouly, Jacob Holley, Stephen Justinen, Michael Pecaut, James Crapo, Xiaowen Mao

**Keywords:** spaceflight, brain, digital spatial profiling, gene expression, regional difference

## Abstract

The demands of deep space pose a health risk to the central nervous system that has long been a concern when sending humans to space. While little is known about how spaceflight affects transcription spatially in the brain, a greater understanding of this process has the potential to aid strategies that mitigate the effects of spaceflight on the brain. Therefore, we performed GeoMx Digital Spatial Profiling of mouse brains subjected to either spaceflight or grounded controls. Four brain regions were selected: Cortex, Frontal Cortex, Corunu Ammonis I, and Dentate Gyrus. Antioxidants have emerged as a potential means of attenuating the effects of spaceflight, so we treated a subset of the mice with a superoxide dismutase mimic, MnTnBuOE-2-PyP 5+ (BuOE). Our analysis revealed hundreds of differentially expressed genes due to spaceflight in each of the four brain regions. Both common and region-specific transcriptomic responses were observed. Metabolic pathways and pathways sensitive to oxidative stress were enriched in the four brain regions due to spaceflight. These findings enhance our understanding of brain regional variation in susceptibility to spaceflight conditions. BuOE reduced the transcriptomic effects of spaceflight at a large number of genes, suggesting that this compound may attenuate oxidative stress-induced brain damage caused by the spaceflight environment.

## 1. Introduction

Radiation exposure and other stressors experienced during extended deep-space missions have the potential to compromise the function of many bodily systems [1,2,3]. The health risks of spaceflight-induced damage related to the central nervous system (CNS), such as cognitive impairment and neurodegenerative effects, have long been a concern. Animal studies have shown that memory, cognition, motor activity, and other neural functions can be affected under stressful conditions that include both radiation exposure and the spaceflight environment [4,5,6,7,8].

Normal brain function relies on a diverse set of differentiated cell types, including neurons, glia, and vasculature in different regions. There have been, however, relatively few studies on the effects of spaceflight stress on specific brain regions. One study found that spaceflight conditions induced distinct protein expression changes in different regions of the mouse brain [9]. Regional differences were also documented following simulated microgravity in human brain gray and white matter [10]. Our previous flight study [11] demonstrated that exposure to the spaceflight environment induces significant changes in protein expression related to neuronal structure and metabolic function, and there were distinct changes in protein expression in grey versus white matter.

One brain region that is of immense interest in the context of spaceflight is the cortex (CT). It plays a key role in sensory and motor function and is closely associated with locomotion, learning, memory, and coordination [12]. Spaceflight and ground simulation studies have given evidence that microgravity conditions negatively affect sensorimotor and behavioral performance, and the functional architecture of the human brain [13,14,15,16], all of which are associated with cortical activity. These significant neurochemical changes were also observed in the rat prefrontal cortex by heavy charged particle irradiation [17]. The frontal cortex (FCT) plays a role in memory, attention, judgment, consciousness, and behavior [18]. Pathophysiological changes in the FCT are associated with depression and anxiety [19].

Another brain region that is critical to understand in the context of spaceflight is the hippocampus, a complex brain structure embedded deep in the temporal lobe. It plays a major role in learning and memory [20]. Ground-based analog studies have found that simulated microgravity influences cognitive function, with increased anxiety and depression-like behaviors that were associated with hippocampal activities [21]. In addition, significantly altered expression of many proteins that relate to metabolism and structure in the hippocampus has been observed to occur under simulated microgravity [22,23]. Space radiation studies have revealed cognitive detriment and changes in morphology in the hippocampal dentate gyrus (DG) and Cornu Ammonis 1 (CA) regions following oxygen-particle irradiation [24]. The DG is located in the deep region of the hippocampus and has been shown to play an important role in pattern separation and associative memory [25]. The CA contains pyramidal cells with a vast network of interneurons; its function is related to memory and consciousness [25].

Spaceflight conditions are associated with oxidative stress [26], which contributes to cellular damage in a variety of tissues. MnTnBuOE-2-PyP^5+^ (BuOE), a manganese porphyrin superoxide dismutase (SOD) mimic, also termed BMX-001, is remarkably beneficial in many animal models of oxidative stress injury [27]. One study demonstrated that BuOE can reduce oxidative stress damage to the brain caused by radiation exposure [28]. Our recent study [29] showed that BuOE treatment during spaceflight significantly reduces the immunoreactivity of the oxidative stress biomarker 4-hydroxynonena (4-HNE) in the retina. This suggests that BuOE is effective in alleviating stress responses to spaceflight [29]. Our present study will test whether BuOE treatment during spaceflight can attenuate spaceflight-induced alterations in gene transcription in specific brain regions.

Despite broad interest in understanding region-specific stress responses, characterizing these changes has been a challenge. More recently, spatial transcriptomics technology has been developed, which allows us to simultaneously quantify gene expression levels and their spatial distribution within tissue sections. This method can help to better understand biological responses as well as disease development [30,31]. In this study, we took advantage of this technology by using the Nanostring GeoMx^®^ digital spatial profiling (DSP) platform [32] to investigate spaceflight-induced changes in gene expression profiles in mouse CT, FCT, and hippocampal DG and CA regions, both with and without BuOE treatment. Our unique spatial sequencing data may, for the first time, provide insights into the organization and response of specific brain regions to the spaceflight environment, potentially improving risk assessment of long-term space travel.

## 2. Results

### 2.1. Gene Expression Profiling of CA, DG, CT, and FCT Samples Subjected to Spaceflight

We performed in situ RNA assays in the brains of mice subjected to spaceflight (FLT), as well as grounded controls (GC), using DSP. 

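Digital spatial profiling hybridizes DNA-tagged probes for each transcript to a tissue section, and UV light then releases the tags from a chosen area of illumination (AOI), where they are sequenced and counted. BuOE is a manganese porphyrin that mimics superoxide dismutase, an enzyme that removes superoxide. The male C57BL/6 mice were 10 weeks old at launch and spent 35 days in orbit or in flight hardware cages on the ground, and the ground protocol began 3 days after the flight protocol. BuOE was given subcutaneously at 1 mg/kg in 0.2 mL, beginning 7 days before launch and then weekly. Flight mice reached the laboratory within 20 h of splashdown. The 4 groups (FLT-SAL, GC-SAL, FLT-BuOE and GC-BuOE) had 3 mice each, and 4 AOIs were taken from every mouse, 1 in each brain region, which gave 48 AOIs from 12 mice. Sections of 6 μm from the 3 mice of a group were mounted on 1 slide, so that each group had a slide of its own, and a difference between slides cannot be told apart from a difference between groups within a comparison. Within a region each AOI is 1 mouse, and the mouse is the replicate. The authors deposited the deduplicated count of every probe in every AOI, without normalization, and tables of gene values after Q3 normalization, which divides each AOI by its own upper quartile. The tables held 15782 genes besides the row of the negative-control probes, which match no transcript and measure background. Deduplicated counts per AOI ran from 322629 to 1579380, with a median of 652040. By slide, the median was 991426 in FLT-SAL (603927 to 1579380), 628308 in GC-SAL (370066 to 1124863), 548888 in FLT-BuOE (400989 to 916917) and 639735 in GC-BuOE (322629 to 1075765), so the FLT-SAL slide was the most deeply counted. The AOIs covered 140 to 640 nuclei, the fewest in CT of GC-SAL mouse 1. The median number of nuclei was 579.5 in FLT-SAL, 452 in GC-SAL, 426.5 in FLT-BuOE and 468 in GC-BuOE. In FCT the AOIs of FLT-SAL covered 198761 square μm each, and those of the other groups 145393 to 173293. In the other regions the areas of FLT-SAL lay within the range of the other groups. Groups were compared within each region with limma on log2(Q3-normalized count + 1), with all 4 groups in 1 fit, the mean-variance trend, and Benjamini-Hochberg adjustment over all genes of the region. A gene was called differentially expressed at an adjusted p below 0.05 and a log2 fold change beyond 0.585 in either direction, the thresholds of the paper. Fold changes on this scale understate the change of genes near background. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1, so no gene can pass such a test alone. Counts were also simulated with the gene means, depths and dispersions of the 12 AOIs of a region, with 200 genes changed by known amounts in FLT-SAL. In FLT-SAL against GC-SAL, the limma fit recovered 60.3% of the genes changed by 1 log2 unit in CA, 62.9% in DG, 82.4% in FCT and 80.3% in CT. It recovered 100% of those changed by 2 log2 units in each region.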

Half of the mice were treated with BuOE, while the other half were treated with saline (SAL). Four regions within the brain of each mouse were assayed: the CA, DG, CT, and FCT (Figure 1A). 

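Sequencing saturation, the share of aligned reads that repeat a molecule already counted, lay between 81.7% and 96.2% in the 48 AOIs, with a median of 95.4%. The lowest AOI belonged to GC-BuOE, and the lowest values of the other groups were 90.5% in FLT-SAL, 92.4% in FLT-BuOE and 94.5% in GC-SAL. Before normalization, the upper quartile of the gene counts was 19 to 89 counts per AOI, with a median of 37. After Q3 normalization, it was 40.02 in every AOI of the 4 regions, so that all AOIs are on a common scale. This upper quartile was 1.91 to 4.33 times the value of the negative-control probes of the same AOI, with a median of 2.77. A median of 79.1% of the genes lay above 1.5 times the negative-control value (48.4% to 97.5%), and the remainder were close to background. Multiplying each AOI by its own factor gave back whole counts for 99.98% of the values, within 0.02 of a count, so count-based tests could be run on 15779 genes.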

All samples achieved high sequencing saturation (Supplementary File S1: Figure S1A), and Q3 normalization was performed on the data (Supplementary File S1: Figure S1B) for all downstream analyses. Normalized count values of gene expression were highly correlated across replicates of the four samples (Supplementary File S1: Figure S1C–F). 

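Across the 15782 genes, Pearson's correlation of Q3-normalized counts between 2 mice of a group and region was 0.954 to 0.996 over the 48 pairs, with a median of 0.982. The median was 0.974 in CA, 0.988 in DG, 0.983 in FCT and 0.982 in CT. These are correlations across genes, which are not independent replicates, and on the linear scale the most abundant genes set their value. On the log2 scale the median was 0.854 (0.735 to 0.934), and Spearman's rank correlation had a median of 0.736 (0.576 to 0.851), the largest shift among the settings tried. Mice of different groups within a region were nearly as close, with a median Pearson correlation of 0.966 in CA, 0.987 in DG, 0.971 in FCT and 0.977 in CT. No pair differed by less than the sampling noise: the chi-square value per gene was 1.09 to 2.29 in the 48 pairs, over genes with at least 20 counts in the pair, where 1 is the value of sampling noise alone.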

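An analysis of variance over the saline groups of the 4 regions, with Benjamini-Hochberg adjustment in place of the q-values of the paper, selected 1958 genes. A PCA of their scaled Q3-normalized counts in the 24 saline AOIs placed 36.7% of the variance on the first component and 22.5% on the second. On these components, in units scaled to the spread of all points, the centres of FLT-SAL and GC-SAL were 0.253 apart in DG (jackknife standard error 0.106), 0.196 in CA (0.0891), 0.156 in FCT (0.107) and 0.0932 in CT (0.161). The order of the 4 distances is therefore not resolved beyond the error between mice. Leaving out 1 mouse at a time, the distance ranged from 0.166 to 0.311 in DG, from 0.0593 (without FLT-SAL mouse 3) to 0.201 in CA, from 0.0779 to 0.247 in FCT and from 0.0269 to 0.287 (without GC-SAL mouse 2) in CT. Over all components, the distance was 0.928 in CA, 0.814 in DG, 0.753 in FCT and 0.728 in CT.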

A principal components analysis (PCA) revealed that spaceflight had an effect on all four regions in SAL control animals, with CA and DG being impacted the most (Figure 1B).

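In the limma fit of FLT-SAL against GC-SAL, 22 genes passed both thresholds in CA (20 higher in flight), 42 in DG (39 higher), 8 in FCT (5 higher) and 14 in CT (10 higher). At an unadjusted p below 0.05, the same test counted 1062, 1170, 894 and 832 genes. By edgeR's quasi-likelihood test on the whole counts, with TMM scaling, there were 48 DEGs in CA, 71 in DG, 26 in FCT and 37 in CT. With this scaling the share of DEGs that were higher in flight was 81.3%, 74.6%, 42.3% and 45.9%, against 90.9%, 92.9%, 62.5% and 71.4% in the limma fit. With q-values from the permutations of the 6 mice, pooled over genes, 0 genes passed in each region. In the authors' deposited table the DEGs were 271 higher and 137 lower in CA, 122 and 149 in DG, 136 and 53 in FCT, and 88 and 62 in CT, so that the direction in DG differs from that of the limma DEGs. The authors' deposited table lists 2133 genes in CA, 2361 in DG, 1947 in FCT and 1674 in CT with an adjusted p below 0.05, more than the 817, 942, 720 and 601 genes with an unadjusted p below 0.05 in the same table. The adjusted values in the authors' deposited table are multiples of 0.01, and they follow, gene by gene, the share of shuffled groupings of the 6 mice with a larger difference of means. The number of genes whose 3 FLT-SAL mice all lay above or all below the 3 GC-SAL mice was 2033 in CA, 2343 in DG, 1912 in FCT and 1637 in CT, where chance gives 10.0%, or 1578.2 genes. Single mice moved the limma counts. In CA there was 1 DEG without FLT-SAL mouse 1, 2 without FLT-SAL mouse 2, 3 without FLT-SAL mouse 3, 9 without GC-SAL mouse 1 and 42 without GC-SAL mouse 2. In DG there were 17 without FLT-SAL mouse 1, 28 without FLT-SAL mouse 2, 14 without FLT-SAL mouse 3, 20 without GC-SAL mouse 1, 21 without GC-SAL mouse 3 and 53 without GC-SAL mouse 2. FCT had 5, 2 and 13 without FLT-SAL mouse 1, 2 and 3, 2 without GC-SAL mouse 3, and 18 without FLT-BuOE mouse 1 or 3, which are in the same fit, and CT had 9 without FLT-SAL mouse 2 and 22 without GC-SAL mouse 2. The paper takes genes past its thresholds in each region as the response to spaceflight and carries them into the analyses of disease, pathways and BuOE.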

We next performed a differential expression analysis (FLT versus GC) on the SAL data from each brain region and identified a total of 408 differentially expressed genes (DEGs) in CA, 271 in DG, 189 in FCT, and 150 in CT (Figure 2A–D). 

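Of the limma DEGs, 59.1% in CA, 81.0% in DG, 50% in FCT and 71.4% in CT passed the thresholds in no other region. A gene that passes in 1 region and misses the threshold in another is not thereby shown to differ between them, and many shared a direction. The DEGs of CA changed in the same direction in DG for 20 genes, in FCT for 20 and in CT for 17, and those of DG did so in CA for 40, in FCT for 36 and in CT for 33. Over all genes, the correlation of the fold changes between 2 regions was 0.106 to 0.165. Passing in 2 or more regions were 11 genes, namely Arc, Epha7, Hpca, Itm2c, Mt1, Ppp1r1a, Prrt2, Ptgds, Rbm3, Sgk1 and Wipf3, 3 genes passed in 3 regions and 0 in all 4. Without FLT-SAL mouse 1, 2 or 3 in turn, 4, 2 and 5 genes passed in 2 or more regions, and without GC-SAL mouse 1, 2 or 3 the counts were 5, 23 and 3. In the authors' deposited table, 62 genes passed in 2 or more regions, 10 in 3 or more and 2 in all 4.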

Each brain region largely had a unique set of DEGs, though a small number of DEGs were common to two or more regions (Figure 2E).

The top five DEGs by magnitude of fold change are as follows: *Ptgds*, *Cpne7*, *Cdkn2d*, *Msrb1*, and *Bsph1* for CA (Figure 3A and Supplementary File S1: Figure S2A), *Sst*, *Crygc*, *Psrc1*, *Abtb2*, and *Kcna4* for DG (Figure 3B and Supplementary File S1: Figure S2B), *Arc*, *Ptgds*, *Col6a1*, *Tshz2*, and *Dmrt2* for FCT (Figure 3C and Supplementary File S1: Figure S2C), and *Arc*, *Ptgds*, *Mobp*, *Gm9936*, and *Apod* for CT (Figure 3D and Supplementary File S1: Figure S2D). Many of these top-changing genes play important roles in apoptosis, cell cycle, neuroinflammation, neurotransmission, myelination, and mitochondrial and metabolic stress response.

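The files list genes by symbol, and their coordinates are given here on GRCm38 from the GENCODE annotation. All 20 genes had the sign of the authors' deposited fold changes, which come from the same Q3-normalized counts and are no separate check. The FLT-SAL and GC-SAL mice did not overlap in any of these genes, where chance gives 10.0% of genes and the genes were chosen for their fold change. Of the 20, 11 passed the limma thresholds and 14 those of edgeR. Arc, on chromosome 15 from 74669083 to 74672570, encodes an activity-regulated cytoskeletal protein and fell most. In FCT its Q3-normalized count was 72.4 ± 14.8 (SD, n = 3 mice) in FLT-SAL and 304 ± 112 (SD, n = 3) in GC-SAL, a log2 fold change of -2.0 (standard error 0.23, adjusted p = 6.9e-07, limma with Benjamini-Hochberg adjustment). In CT it was 109 ± 18.4 against 327 ± 81.4, a log2 fold change of -1.56 (standard error 0.17, adjusted p = 3.8e-08, limma with Benjamini-Hochberg adjustment). Ptgds, a prostaglandin D synthase on chromosome 2 from 25466709 to 25470046, was higher in flight by 1.43 in CA, 1.80 in FCT and 1.56 in CT on the log2 scale (largest adjusted p = 6.9e-07, limma with Benjamini-Hochberg adjustment). Its counts were 155 ± 21.0 and 57.0 ± 9.79 in CA, 386 ± 137 and 107 ± 24.4 in FCT, and 325 ± 66.3 and 111 ± 30.1 in CT (SD, FLT-SAL and GC-SAL). Leaving out each mouse kept Arc between -2.35 and -1.81 in FCT and Ptgds between 1.28 and 1.55 in CA. Mobp, a myelin gene on chromosome 9 from 120149707 to 120181484, rose in CT from 206 ± 3.10 to 526 ± 110 (log2 fold change 1.33, adjusted p = 2.8e-07, limma with Benjamini-Hochberg adjustment), within a list of 12 myelin genes that were all higher. Apod in CT (1.29) also passed, and it did so without each mouse in turn. Cpne7, on chromosome 8 from 123117374 to 123135182, fell in CA from 204 ± 102 to 79.7 ± 21.4 (log2 fold change -1.27, adjusted p = 1.6e-04, limma with Benjamini-Hochberg adjustment), but its adjusted p was 0.058 without FLT-SAL mouse 1. Col6a1 in FCT (-1.18) no longer passed without FLT-SAL mouse 1 (-1.07), FLT-SAL mouse 2 (-1.09) or GC-SAL mouse 3 (-1.09). In DG, Psrc1 (-1.03) missed the threshold without FLT-SAL mouse 1 (-0.96), FLT-SAL mouse 3 (-1.04), GC-SAL mouse 2 (-0.95) or GC-SAL mouse 3 (-1.04). Crygc in DG (1.07) passed without GC-SAL mouse 3 (1.28) but without none of the other 5 mice (0.87 to 1.21). Sst, on chromosome 16 from 23889573 to 23890958, was 47.0 ± 13.8 in FLT-SAL and 21.0 ± 2.75 in GC-SAL in DG, a log2 fold change of 1.10 that missed the threshold in limma (adjusted p = 0.057, Benjamini-Hochberg) and passed it in edgeR (adjusted p = 4.5e-04, Benjamini-Hochberg). Abtb2 in DG and Tshz2 in FCT likewise passed in edgeR and not in limma. Cdkn2d, Msrb1 and Bsph1 in CA, Kcna4 in DG, Dmrt2 in FCT and Gm9936 in CT passed in neither. On the ground, Msrb1, Bsph1, Dmrt2 and Gm9936 lay below the negative-control probes, at 0.75, 0.85, 0.92 and 0.76 times their value, and Cdkn2d and Crygc were at 1.09 and 1.15 times.

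**Figure D1:**
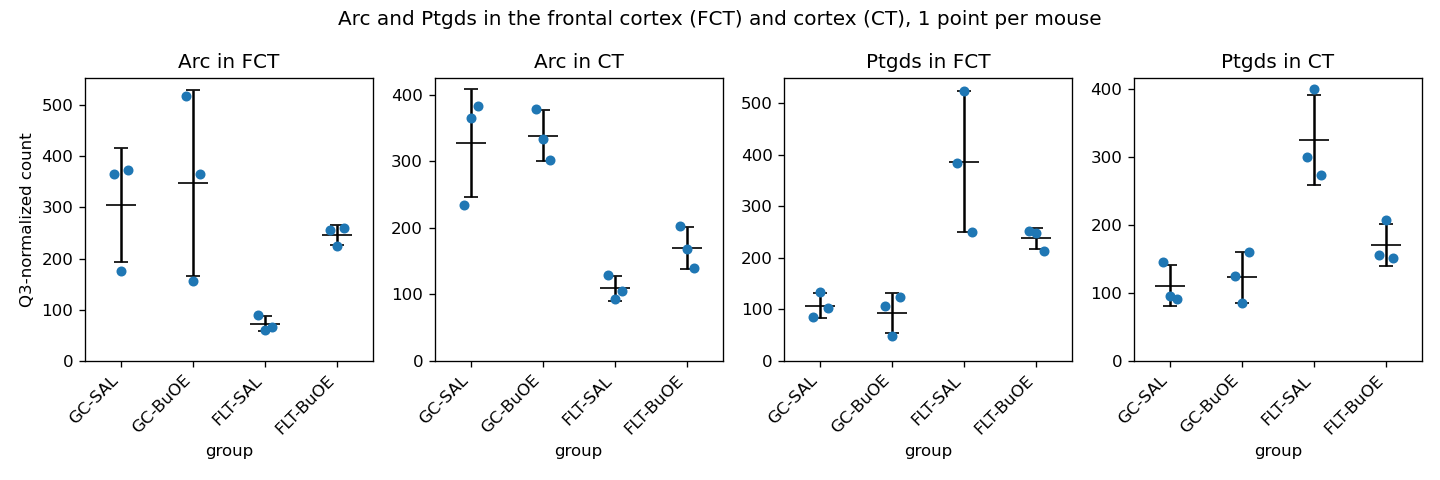
Q3-normalized counts (vertical axis) of Arc and Ptgds in FCT and CT for the 4 groups (horizontal axis), with 1 point per mouse, the mean as a horizontal line and bars of 1 SD on each side (n = 3 mice). The FLT-SAL mice lie apart from the GC-SAL mice in each panel, below them for Arc and above them for Ptgds.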

In order to determine whether spaceflight might accelerate certain disease processes in the brain, we compared the FLT-SAL vs. GC-SAL DEGs to curated lists of gene-disease associations. Alzheimer’s disease (AD) was the most frequent disease associated with the DEGs, and each brain region had at least one DEG with a known association with AD; in all, 22 of the GC-SAL vs. FLT-SAL DEGs have a known association with a neurological disease (Supplementary File S2). This raises the possibility that spaceflight stress may increase the risk of onset and/or progression of certain neurological disorders, such as AD.

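Supplementary File S2 lists 26 pairs of a gene and a region, with 22 different genes. The fold changes computed from the Q3-normalized counts differed from those of the file by at most 0.042 log2 units. In all 26 pairs the FLT-SAL and GC-SAL mice did not overlap, and 20 were higher in flight. In limma with Benjamini-Hochberg adjustment, 26 of the 26 pairs had an adjusted p below 0.05 when adjusted over the list alone (largest adjusted p = 0.021), 25 of them beyond the fold threshold as well, and 7 passed both thresholds over all genes. Because the study chose the list on these samples, the former count is not independent evidence. The 7 pairs belong to 5 genes, namely Arc in CA, FCT and CT, Actb and Cck in CA, and Camk2b and Syp in DG. The count over all genes was 3 without FLT-SAL mouse 1 or FLT-SAL mouse 2, 4 without FLT-SAL mouse 3 or GC-SAL mouse 1, and 9 in edgeR. Syp in DG had a log2 fold change of 0.69 (standard error 0.13, adjusted p = 0.0032, limma with Benjamini-Hochberg adjustment) and passed without each mouse in turn. Actb in CA (0.71) lost the threshold without FLT-SAL mouse 1 (0.69), 2 (0.69) or 3 (0.74) or GC-SAL mouse 1 (0.63), and Arc in CA (-0.71) without FLT-SAL mouse 1 (-0.82), 2 (-0.61) or 3 (-0.69) or GC-SAL mouse 2 (-0.50). Cck in CA (0.76) lost it without FLT-SAL mouse 1 (0.78), 2 (0.80) or 3 (0.71) or GC-SAL mouse 1 (0.66) or 3 (0.64), and Camk2b in DG (0.59) without FLT-SAL mouse 1 (0.56), 2 (0.60) or 3 (0.60) or GC-SAL mouse 1 (0.50) or 3 (0.57). The file marks 9 pairs, from 7 genes, with Alzheimer's disease, and 4 of these passed over all genes. From these associations the paper proposes that spaceflight may raise the risk of neurological disorders such as AD.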

Next, we performed a pathway analysis of the GC-SAL vs. FLT-SAL DEGs from each region independently. Importantly, each of the four brain regions had at least one pathway known to be affected by oxidative stress that was significantly enriched: VEGF signaling pathway in CA (Figure 4A), Calcium signaling pathway in DG (Figure 4B), FoxO signaling pathway in FCT (Figure 4C), and ECM-receptor interaction in CT (Figure 4D). In addition, a number of metabolic pathways were also significantly enriched, such as pyruvate metabolism and glycolysis/gluconeogenesis in CA, cAMP signaling pathway in DG, pantothenate and CoA biosynthesis in FCT, and glycosphingolipid biosynthesis in CT.

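Figure 6 names 20 genes for each of these 4 pathways, and these 80 genes were read from it as a tally, without an enrichment test. Each had the sign of the authors' deposited fold change, which comes from the same Q3-normalized counts and is no separate check. Of the 80, 48 were higher in flight. Of the 80, 20 are DEGs in the authors' deposited table, 4 in CA, 9 in DG, 4 in FCT and 3 in CT. In limma with Benjamini-Hochberg adjustment over all genes, 8 passed the thresholds, 7 of them among the calcium signaling genes in DG and 1 among the FoxO signaling genes in FCT. In edgeR, 11 passed. At an unadjusted p below 0.05 limma counted 41 of the 80, and in 38 the FLT-SAL and GC-SAL mice did not overlap, against 10.0% by chance in genes not chosen for their change. The enrichment itself was not analysed here.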

### 2.2. BuOE Attenuates Spaceflight-Induced Transcriptional Changes in the CA, DG, FCT, and CT

Finally, given that we observed a robust transcriptional response to spaceflight, we sought to determine if treatment with BuOE would attenuate these changes. A PCA of global transcription shows that in all brain regions examined except FCT, BuOE during spaceflight brought transcription levels closer to GC animals (Figure 5A and Supplementary File S1: Figure S3A), suggesting a partial attenuation of spaceflight transcriptional alterations by BuOE. 

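The analysis of variance over all groups selected 2927 genes, and a PCA of their scaled group means placed 39.6% and 25.1% of the variance on the first 2 components. The distance from FLT-BuOE to GC-SAL was divided by that from FLT-SAL to GC-SAL, so that a ratio below 1 means that the treated flight mice lay closer to the ground mice. The ratio was 0.698 in CA (jackknife standard error 0.433), 0.495 in DG (0.400), 1.58 in FCT (1.02) and 0.283 in CT (0.829). None of these differs from 1 by more than 2 standard errors. With each of the 12 mice left out in turn, the ratio was below 1 in 11 of 12 cases in CA, 12 in DG, 0 in FCT and 9 in CT. It reached 1.01 in CA and 1.53 in CT without FLT-BuOE mouse 3. With all genes in place of the selected ones, the ratios were 0.99, 0.731, 2.73 and 0.759 in CA, DG, FCT and CT, and over all components of the selected genes they were 0.973, 0.969, 1.14 and 1.00. Distances over all components include the spread between mice, which draws these ratios towards 1. With that spread subtracted, the mean squared log2 difference over all genes was 0.00692 from FLT-BuOE to GC-SAL and 0.00997 from FLT-SAL to GC-SAL in CA, 0.00684 and 0.0135 in DG, 0.0118 and 0.00635 in FCT, and -0.000622 and 0.0017 in CT. The first minus the second was -0.00304 in CA (jackknife standard error 0.00434), -0.00668 in DG (0.00497), 0.00544 in FCT (0.00905) and -0.00232 in CT (0.0081), with the same signs as the PCA ratios and none beyond 2 standard errors from 0. From the shorter distances on the PCA, the paper proposes that BuOE partly attenuates the transcriptional changes of spaceflight.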

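In FCT the centres of FLT-SAL and GC-SAL were 0.188 apart on the first 2 components, and those of FLT-BuOE and GC-BuOE were 0.0372 apart. The ratio of the latter distance to the former was 0.199 (jackknife standard error 0.215), and it stayed between 0.126 and 0.598 with each mouse left out in turn. Over all components it was 0.992, and with all genes in place of those selected by the analysis of variance it was 1.19, which reverses the order of the distances. On log2 values it was 0.246. With the spread between mice subtracted, the mean squared log2 difference over all genes was 0.00411 from FLT-BuOE to GC-BuOE and 0.00635 from FLT-SAL to GC-SAL, a difference of -0.00224 (jackknife standard error 0.00596) that ranged from -0.00621 to 0.00163 with a mouse left out. In the other regions the ratio was 0.661 in CA (standard error 0.491), 0.192 in DG (0.167) and 0.265 in CT (0.810). The ratios of DG and FCT lay more than 2 standard errors below 1, and those of CA and CT did not. With the spread subtracted, the difference was -0.00370 in CA (jackknife standard error 0.00613), -0.00864 in DG (0.00397) and 0.00228 in CT (0.0125). Only that of DG lay beyond 2 standard errors from 0. In CT the treated distance was the larger one, unlike in the ratio.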

Even for FCT, the distance between FLT-BuOE and GC-BuOE was smaller than the distance between FLT-SAL and GC-SAL, again suggesting BuOE results in a reduced transcriptional response due to spaceflight. We obtained BuOE-induced DEGs (FLT-SAL vs. FLT-BuOE) using the same criteria as for the spaceflight-induced DEGs (GC-SAL vs. FLT-SAL). 

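In the limma fit of FLT-BuOE against FLT-SAL, with Benjamini-Hochberg adjustment, 1 gene passed in CA, 0 in DG, 5 in FCT and 11 in CT, of which 1, 0, 3 and 3 were higher with BuOE. The same test counted 782, 978, 1208 and 905 genes at an unadjusted p below 0.05. edgeR called 4, 6, 27 and 15 genes, and DESeq2 called 0, 0, 31 and 14. On the ground, GC-BuOE against GC-SAL gave 0, 0, 1 and 0 limma DEGs, with 884, 822, 888 and 596 genes at an unadjusted p below 0.05, while edgeR called 6, 5, 8 and 0 and DESeq2 called 0 in each region. Without FLT-BuOE mouse 3, the limma counts in flight were 2 in CA, 9 in DG, 42 in FCT and 36 in CT. The count in DG was 4 without FLT-BuOE mouse 2, that in FCT 2, 2 and 26 without FLT-SAL mouse 1, 2 and 3, and that in CT 3, 7 and 4 without FLT-BuOE mouse 1, FLT-BuOE mouse 2 and FLT-SAL mouse 2. Mice outside this comparison but in the same fit moved it as well, to 17 and 26 in CT without GC-SAL mouse 2 and 3 and to 3 in FCT without GC-SAL mouse 3. On the ground, no count was above 6 with any mouse left out, the value in CA without GC-BuOE mouse 3. The authors' deposited table has 357 such DEGs in CA, 244 in DG, 329 in FCT and 182 in CT in flight, and 359, 252, 185 and 101 on the ground. In FCT, Arc rose with BuOE to 247 ± 19.7 (SD, n = 3 mice), a log2 fold change of 1.77 (adjusted p = 1.3e-05, limma with Benjamini-Hochberg adjustment), and Junb by 1.22 (adjusted p = 1.3e-05, limma with Benjamini-Hochberg adjustment). Tshz2 in FCT changed by -1.36, but it did not pass without FLT-SAL mouse 1 (-1.25) or FLT-SAL mouse 2 (-1.26). In CT, Mobp changed by -1.21 (adjusted p = 1.1e-05, limma with Benjamini-Hochberg adjustment) and Crym and Kcnh5 by -1.21 and 1.20, the last 2 not past the threshold without FLT-BuOE mouse 1 (-0.98 and 0.92). Cpne7 was the DEG in CA, with a log2 fold change of 1.62 (adjusted p = 2.4e-07, limma with Benjamini-Hochberg adjustment).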

We expected that if BuOE attenuates spaceflight-induced differential expression, then BuOE-induced DEGs should tend to change in the opposite direction as the spaceflight-induced DEGs. Indeed, for all brain regions, significantly more spaceflight-induced DEGs changed in the opposite direction as BuOE-induced DEGs (Figure 5B–E). 

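With the limma calls, 1 gene changed in opposite directions in CA (Cpne7), 0 in DG, 1 in FCT (Arc) and 5 in CT, and 0 genes in the same direction in any region. By Fisher's exact test on the matrix of the paper, the two-sided p in CT was 0.0502, and in the other regions it was 1. With the calls of edgeR, Fisher's exact test gave 0.0268 in CT. With the limma calls and a mouse left out, it gave 0.0254 without GC-SAL mouse 2, 0.0259 without GC-SAL mouse 3, 0.0219 without FLT-SAL mouse 3, 0.0268 without FLT-BuOE mouse 3, 0.110 without FLT-SAL mouse 1, 1 without FLT-SAL mouse 2, 0.486 without FLT-BuOE mouse 1 and 0.108 without FLT-BuOE mouse 2, so it lies on either side of 0.05. With edgeR the opposite-direction overlap was 2, 1, 4 and 6 genes. The limma overlap in CT was 1 without FLT-SAL mouse 2 and 2 without FLT-BuOE mouse 1, in FCT 3 without FLT-SAL mouse 3 or FLT-BuOE mouse 3 and 2 without FLT-BuOE mouse 1, in DG 2 without FLT-BuOE mouse 3 and 1 without FLT-BuOE mouse 2, and in CA 0 without FLT-SAL mouse 1. In the authors' deposited table, 38 DEGs changed in opposite directions in CA, 22 in DG, 19 in FCT and 22 in CT, and 0 in the same direction (Fisher's exact test, p = 4.54e-12, 3.79e-07, 3.22e-06 and 3.33e-07). Lists of those sizes drawn independently would share 5.32, 2.05, 2.58 and 0.906 genes in opposite directions. Both comparisons use the same FLT-SAL mice, with opposite signs, so a chance deviation of these mice moves a gene in opposite directions in them. When 100 sets of unchanged groups that share FLT-SAL were simulated with 1 spread per gene for all groups, the mean opposite-direction overlap was 47.4 genes in CA, 27.5 in DG, 18.1 in FCT and 15.1 in CT, with highest values of 61, 40, 28 and 25. With the spread of each group, which was smallest in FLT-SAL, the means were 23.2, 10.8, 8.95 and 7.42, and the highest values 37, 18, 16 and 17. The simulations called means of 333, 211, 158 and 136 spaceflight genes with 1 spread. With the spread of each group they called 278, 136, 113 and 121. The authors' deposited table has 408, 271, 189 and 150, so the overlaps come from lists of unlike size. The simulated overlap depends on the spread, and real spaceflight effects also change it, so part of the overlap may come from the shared mice, and 3 mice cannot be divided into parts of 2. The covariance of the 2 sets of fold changes was -0.0266 in CA, -0.0233 in DG, -0.0191 in FCT and -0.0208 in CT, against simulated values of -0.0332, -0.0266, -0.0241 and -0.0229 with 1 spread, and expected values of -0.0234, -0.0172, -0.0180 and -0.0173 with the spread of the FLT-SAL mice. The comparisons that share GC-SAL do so with the same sign. In the authors' deposited table, spaceflight DEGs and ground BuOE DEGs overlapped in the same direction for 52 genes in CA, 32 in DG, 15 in FCT and 14 in CT, and in the opposite direction for 0, 0, 1 and 0, where simulated unchanged groups gave means of 47.9, 27.5, 18.6 and 14.9 in the same direction with 1 spread and 60.0, 28.0, 18.3 and 21.9 with the spread of each group. The paper reasons that BuOE-induced DEGs should change opposite to spaceflight-induced DEGs if BuOE attenuates the response, and takes the excess of opposite overlaps as such attenuation.

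**Figure D2:**
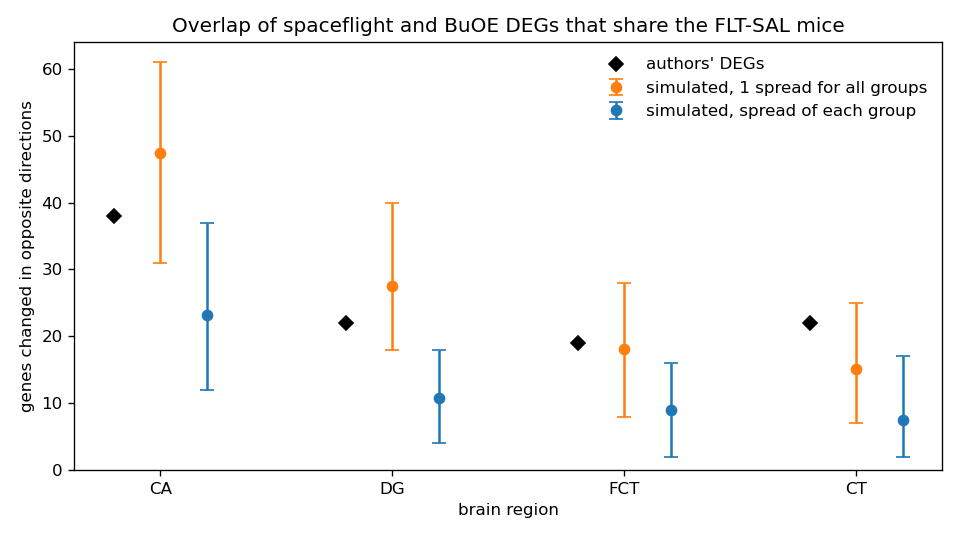
Number of genes that changed in opposite directions in FLT-SAL against GC-SAL and in FLT-BuOE against FLT-SAL (vertical axis) by brain region (horizontal axis). Diamonds are the DEGs of the authors' deposited table. Circles with bars are the mean, lowest and highest of 100 simulations of unchanged groups that share the FLT-SAL mice. The diamonds lie within the bars for 1 spread and above those for the spread of each group. The simulations called fewer spaceflight genes than the authors' deposited table holds, so the lists differ in size.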

We also performed a permutation test (see Section 4) in which genes were shuffled in order to randomly select up- and down-regulated BuOE-induced DEGs, and checked the overlaps with the spaceflight-induced DEGs. 

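Shuffling the 15782 genes 1000 times, with the numbers of BuOE DEGs higher and lower as in the authors' deposited table, gave at most 13 opposite-direction overlaps in CA, 9 in DG, 8 in FCT and 6 in CT. The means of the shuffles were 5.32, 2.14, 2.50 and 0.887. A shuffle of genes breaks the link that the shared FLT-SAL mice create between the 2 comparisons, and the regrouping of mice keeps it. The regrouping also mixes mice of all 4 groups, so differences between the groups enter the spread of the shared group. The spread of FLT-SAL itself was the smallest, so regroupings can give larger overlaps than unchanged groups would. For 100 groupings of the 12 mice of a region into 4 groups of 3, a gene was called when no other division of the 6 mice gave as large a difference of means, with the same fold threshold. The opposite-direction overlap was then at least as large as in the real grouping in 73 of the 100 groupings in CA, 84 in DG, 46 in FCT and 24 in CT, the real grouping included, with medians of 47, 34, 19 and 16 genes in the groupings. With limma calls, the shuffles reached at most 0, 0, 0 and 1 genes.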

For all brain regions, the number of random overlaps after 1000 permutations was never as large as the number of actual overlaps in the opposite direction (Supplementary File S1: Figure S3B–E).

At many of the spaceflight-induced DEGs, the direction of change in expression by BuOE during spaceflight, regardless of significance, tended to be in the opposite direction, and in many cases these changes were not induced by BuOE in GC mice (Supplementary File S1: Figure S4A), again suggesting a partial attenuation of spaceflight-induced transcriptional changes in the brain by BuOE. 

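Of the spaceflight DEGs in the authors' deposited table, the change from FLT-SAL to FLT-BuOE, regardless of significance, was opposite for 353 in CA (86.5%), 240 in DG (88.6%), 165 in FCT (87.3%) and 130 in CT (86.7%). In simulated groups without any effect that share the FLT-SAL mice, the DEGs were opposite in 91.7%, 92.4%, 93.6% and 93.8% of cases with 1 spread for all groups, and in 84.7%, 83.6%, 86.9% and 86.7% with the spread of each group. In CA, DG and FCT the observed shares lie between these simulated values, and in CT the share lies at the lower of them. Among the limma DEGs, 21 of 22 in CA, 40 of 42 in DG, 7 of 8 in FCT and 12 of 14 in CT were opposite. On the ground, the change from GC-SAL to GC-BuOE had the same direction as the spaceflight change for 357 of the authors' DEGs in CA (87.5%), 257 in DG (94.8%), 163 in FCT (86.2%) and 133 in CT (88.7%) in the authors' deposited table, comparisons that share GC-SAL, where the simulated groups gave 91.9%, 92.2%, 93.2% and 94.0% with 1 spread and 95.2%, 96.1%, 96.4% and 97.5% with the spread of each group. The flight effect under BuOE (FLT-BuOE against GC-BuOE) shares no mouse with the flight effect under saline. Over all genes, the correlation of these 2 effects was 0.093 in CA (jackknife standard error 0.034), 0.075 in DG (0.055), 0.076 in FCT (0.034) and 0.065 in CT (0.049). A test of the difference between the 2 flight effects passed for 1 gene in CA, 0 in DG, 1 in FCT and 3 in CT (limma interaction, Benjamini-Hochberg), with 851, 1009, 857 and 759 genes at an unadjusted p below 0.05, and edgeR called 4, 7, 3 and 3.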

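Of the 20 genes that Figure 6 names in each region, the change from FLT-SAL to FLT-BuOE was opposite to the spaceflight change for 17 among the VEGF signaling genes in CA, 17 among the calcium signaling genes in DG, 14 among the FoxO signaling genes in FCT and 14 among the ECM-receptor genes in CT. None of the 62 opposite changes passed the limma thresholds (Benjamini-Hochberg over all genes), and 29 of the 80 genes had an unadjusted p below 0.05. The opposite direction is also what the shared FLT-SAL mice give without any effect. From GC-SAL to GC-BuOE, 64 of the 80 genes moved in the direction of the spaceflight change.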

Of note, such an attenuation was observed for several genes in the significantly enriched pathways responsive to oxidative stress; e.g., VEGF signaling pathway in CA (Figure 6A), Calcium signaling pathway in DG (Figure 6B), FoxO signaling pathway in FCT (Figure 6C), and ECM-receptor interaction in CT (Figure 6D). Similarly, BuOE also attenuated spaceflight-induced changes in the expression of several genes associated with Alzheimer’s disease (Supplementary File S1: Figure S4B–E).

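Of the 9 pairs of gene and region that Supplementary File S2 marks with Alzheimer's disease, 8 changed from FLT-SAL to FLT-BuOE opposite to the spaceflight change. In limma with Benjamini-Hochberg adjustment, 3 of these had an adjusted p below 0.05 over the list alone, 2 of them beyond the fold threshold as well, and 1 passed over all genes, Arc in FCT. Over the whole file, 23 of the 26 pairs were opposite, 8 had an adjusted p below 0.05 over the list alone, of which 3 lay beyond the fold threshold, and 1 passed over all genes. The pairs were chosen for a large difference between FLT-SAL and GC-SAL, and the same FLT-SAL mice enter the BuOE comparison, which favours the opposite direction by itself. In FLT-BuOE against GC-BuOE, which shares no mouse with the comparison that chose them, 6 of the 9 and 15 of the 26 kept the direction of the spaceflight change. In CA, Arc differed between FLT-BuOE and GC-BuOE by -0.98 (adjusted p = 4.2e-04, limma with Benjamini-Hochberg adjustment) and changed by -0.04 from FLT-SAL to FLT-BuOE. In CT that difference was -1.0 (adjusted p = 0.0028, limma with Benjamini-Hochberg adjustment). In FCT it was smaller, at -0.33, where the difference between FLT-SAL and GC-SAL was -2.0.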

## 3. Discussion

In this study, we performed a differential expression analysis of spaceflight versus GC mice and identified 944 genes that were significantly altered by spaceflight in at least one of the four brain regions examined. 

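In the limma fits with Benjamini-Hochberg adjustment, 72 genes passed the thresholds in at least 1 region. The number was 31, 38 and 37 without FLT-SAL mouse 1, 2 and 3, 42 without GC-SAL mouse 1 and 100 without GC-SAL mouse 2. edgeR with TMM scaling called 157 genes in at least 1 region. By the rule that no other division of the 6 mice gives as large a difference of means, with the fold threshold of the paper, 954 genes were called in at least 1 region, a rule chosen after the adjusted p-values of the authors' deposited table had been seen. By that rule alone, without the fold threshold, chance gives 10.0% of the genes in each region.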

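A limma fit over the 24 saline AOIs, with the mouse as a random block because each mouse gave 4 AOIs, tested whether the effect of spaceflight differs between regions. After Benjamini-Hochberg adjustment, 9 genes passed in that fit, with 910 at an unadjusted p below 0.05. Among them were Nptx1, Arc, AI593442, Scg2, Hs3st4, Lamp5, Cldn11 and Mobp, which are named because they are few, after their values had been seen. Arc was lower in flight in each region, least in DG with a log2 fold change of -0.47, so its effect differed in size (adjusted p = 0.0020 in the limma interaction test, Benjamini-Hochberg). Nptx1 rose by 1.05 in CT and changed by -0.51 in FCT (adjusted p = 8.7e-04 in the limma interaction test, Benjamini-Hochberg), and AI593442 rose by 1.06 in CA and changed by -0.63 in CT (adjusted p = 0.0076 in the same limma test, Benjamini-Hochberg). The count was 1 gene without FLT-SAL mouse 2, 3 without FLT-SAL mouse 1, 4 without GC-SAL mouse 1 and 21 without GC-SAL mouse 2.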

Our results revealed common and region-specific gene expression changes in the brain due to spaceflight, with the most robust changes observed in the hippocampal CA 1 and DG regions, suggesting that these regions may be particularly vulnerable to spaceflight. The hippocampus is not only the center for learning and memory, it is a site for neurogenesis as well [33]. Numerous cell types in the hippocampus contribute to generating neurons important for encoding new memories, spatial learning, and cognitive flexibility [34]. Space radiation may damage hippocampal cells [35] and thus potentially suppress neurogenesis, leading to memory decline, anxiety, and depression [34]. Hippocampal neuronal circuitry also modulates and affects physiology and functional connectivity with more distant brain regions, including the prefrontal cortex [36,37,38].

In order to determine whether spaceflight might accelerate certain disease processes in the brain, we looked for known associations with neurological disease amidst the spaceflight-induced DEGs. Several of the DEGs have known associations with Alzheimer’s disease, as well as other neurological diseases. Previous studies have shown that space radiation contributes to amyloid pathologies, neuroinflammation, and cognitive function impairments resembling age-associated cognitive decline in animals [4,39,40]. Our results add to the growing body of evidence that space stressors could induce or accelerate neurodegenerative processes.

To obtain insights into the biological processes being affected in the brain by spaceflight, we performed pathway analyses on the spaceflight-induced DEGs. Interestingly, several pathways known to be altered by oxidative stress were significantly enriched in the four brain regions due to spaceflight: VEGF signaling [41] in CA, calcium signaling [42] in DG, FoxO signaling [43] in FCT, and ECM-receptor interaction [44] in CT. In addition, a number of metabolic pathways were among the most significantly enriched, consistent with numerous studies that have found alterations in metabolism and its regulation due to spaceflight-induced neuroendocrine and psychophysiological changes [45]. For example, a mouse study revealed an accumulation of lipids in the liver after spaceflight [46]. Studies also show that space stressors induce metabolic changes in mouse plasma and in the expression of metabolism-related genes [47]. Longitudinal metabolomic profiles revealed sex-specific perturbations in glucose and amino acid metabolism that result from the stressors of long-duration spaceflight [48]; therefore, follow-up studies on sexually dimorphic transcriptional responses to spaceflight in the brain may be warranted.

The Circadian Entrainment pathway was significantly altered by spaceflight in DG. This is consistent with our previous spaceflight genomic study [49], which showed spaceflight altered some genes associated with circadian rhythm in the mouse retina. Spaceflight missions often expose astronauts to atypical sleep–wake cycles and work schedules [50,51]. Changes in circadian rhythm may have a significant impact on neurobehavior and neurophysiological processes [52]. Previous studies have found that circadian rhythm disruption or circadian misalignment in astronauts may affect performance and cognitive function [53,54,55]. Our results suggest that changes in circadian rhythm induced by spaceflight may involve the DG region. This could help in developing countermeasures for sleep disturbance during spaceflight.

Our findings will help to improve the understanding of regional variation or sensitivities in susceptibility to brain injury and neurodegenerative diseases that exist during spaceflight. In addition, our findings may provide novel insight into cellular mechanisms and operational risks that underlie the effects of spaceflight-mediated structural and functional damage to different brain regions. In future studies, the regulatory mechanism for regional differences in stress response should be further explored in terms of variations of cell types, vasculature, neurotransmitter profiles, hemodynamics, and metabolism.

Studies have shown a spaceflight-induced increase in the production of lipid peroxidation products and a decrease in antioxidant enzyme activity [26]. It has been suggested that in stressful environments, antioxidant expression of SOD and catalase are reduced to conserve energy [56]. BuOE, a recently developed antioxidant compound, is among the most highly potent metalloporphyrins that have been evaluated for safety and efficacy [57]. Many animal studies have demonstrated that BuOE is highly effective in mitigating oxidative stress induced by radiation exposure [58]. We therefore treated a subset of our mice with BuOE in order to test its ability to attenuate spaceflight-induced changes in transcription in the CA, DG, FCT, and CT. Treatment with BuOE reversed spaceflight-induced changes in transcription of a substantial number of DEGs, and a statistically significant number of spaceflight-induced DEGs changed in the opposite direction as did BuOE-induced DEGs, suggesting that BuOE may be effective in attenuating at least some of the effects of spaceflight stress on the brain.

We presented evidence that BuOE may attenuate the consequences of oxidative stress on the brain during spaceflight. BuOE attenuated spaceflight-induced changes in the expression of a number of genes in the oxidative stress–responsive pathways that were enriched due to spaceflight. 

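Prkca, which encodes a protein kinase C on chromosome 11 from 107933387 to 108343928, had a Q3-normalized count in CA of 37.7 ± 10.5 (SD, n = 3 mice) in GC-SAL, 70.3 ± 6.33 in FLT-SAL and 48.7 ± 15.8 in FLT-BuOE. Its spaceflight log2 fold change of 0.91 missed the threshold in limma (adjusted p = 0.16, Benjamini-Hochberg) and passed it in edgeR (adjusted p = 0.024, Benjamini-Hochberg), and its BuOE change of -0.57 did not pass (adjusted p = 0.98, limma with Benjamini-Hochberg adjustment). Atp2b4, a calcium pump gene on chromosome 1 from 133699457 to 133801041, was at 32.4 ± 10.3 in GC-SAL, 18.8 ± 4.07 in FLT-SAL and 29.6 ± 1.85 in FLT-BuOE in DG. The spaceflight change was -0.73 (adjusted p = 0.28, limma with Benjamini-Hochberg adjustment) and the BuOE change 0.65 (adjusted p = 0.68, limma with Benjamini-Hochberg adjustment), while on the ground BuOE changed it by -0.69. Homer1, on chromosome 13 from 93299635 to 93405129, had counts of 62.2 ± 14.6, 34.6 ± 5.44 and 50.9 ± 12.7 in FCT in the same 3 groups. Its changes were -0.81 with spaceflight (adjusted p = 0.15 in limma and 0.043 in edgeR, Benjamini-Hochberg) and 0.52 with BuOE (adjusted p = 0.53, limma with Benjamini-Hochberg adjustment), and the FLT-BuOE mice overlapped the FLT-SAL mice. Without GC-SAL mouse 2, the spaceflight change of Homer1 was -1.01 and passed (adjusted p = 0.049, limma with Benjamini-Hochberg adjustment). Itga7, an integrin gene on chromosome 10 from 128933818 to 128958282, was at 18.9 ± 2.26, 29.1 ± 6.01 and 18.6 ± 3.62 in CT. Its changes of 0.58 and -0.61 did not pass (adjusted p = 0.86 and 0.70, limma with Benjamini-Hochberg adjustment). In Prkca, Atp2b4 and Itga7 the FLT-SAL mice lay apart from both GC-SAL and FLT-BuOE mice, but each such pair of groups can reach an exact permutation p of 0.1 at the least.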

We note that BuOE had a particularly strong effect in reversing spaceflight-induced changes of the following genes in oxidative stress–responsive pathways (Figure 6): *Prkca* in the CA, *Atp2b4* in the DG, *Homer1* in the FCT, and *Itga7* in the CT. Since we had identified known associations between spaceflight-induced DEGs and neurological diseases, we speculated whether BuOE attenuated the effects of these genes as well. Indeed, we found that BuOE reversed spaceflight-induced changes in the expression of several genes with known associations to Alzheimer’s disease.

Our results suggest that BuOE affects each brain region in a distinct way. The PCA (Figure 5A) suggests that the region with the greatest degree of attenuation by BuOE was the CT, in that treatment with BuOE brings the spaceflight transcriptomic profile closest to that of grounded controls in CT. On the other hand, BuOE treatment actually moved the spaceflight transcriptomic profile further away from grounded control animals in FCT, suggesting that FCT may be the region with the most resistance to superoxide scavengers. 

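On the first 2 components the distance from FLT-SAL to GC-SAL was itself smallest in CT, at 0.0902 (jackknife standard error 0.153). FLT-BuOE lay 0.0255 (0.123) from GC-SAL in CT, against 0.141 (0.0689) in CA, 0.137 (0.114) in DG and 0.296 (0.123) in FCT. These distances in CT are smaller than their errors, and leaving out 1 mouse moved the distance of FLT-BuOE from GC-SAL there between 0.0233 and 0.231.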

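In FCT the distance from FLT-BuOE to GC-SAL exceeded that from FLT-SAL to GC-SAL with each of the 12 mice left out in turn, at 1.15 (without FLT-SAL mouse 1) to 2.45 (without FLT-SAL mouse 2) times. On the ground, GC-BuOE lay 0.259 (jackknife standard error 0.0834) from GC-SAL in FCT, nearly as far as FLT-BuOE, against 0.0225 (0.00931) in CA, 0.105 (0.102) in DG and 0.0303 (0.120) in CT. With a mouse left out the distance ranged from 0.180 to 0.304 in FCT, 0.0149 to 0.0504 in CA, 0.0351 to 0.163 in DG and 0.0260 to 0.232 in CT. The ranges of CA and DG lie below that of FCT, and the range of CT overlaps it.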

The DG and CA had intermediate responses to BuOE relative to the CT and FCT. Taken together, our results on BuOE warrant further study as a potential therapeutic candidate for CNS protection against brain injury and neurodegeneration induced by ionizing radiation and environmental stress.

## 4. Materials and Methods

### 4.1. Spaceflight and Mouse Groups

Ten-week-old C57BL/6 male mice were launched at the Kennedy Space Center (KSC) and spent 35 days aboard the International Space Station (ISS). All mice were maintained at an ambient temperature of 26–28 °C with a 12-h light/dark cycle during the flight. All mice were provided NASA Nutrient-upgraded Rodent Food Bar (NuRFB) and autoclaved deionized water ad libitum. MnTnBuOE-2-PyP5+ (BuOE) at 1 mg/kg (0.2 mL) was administrated subcutaneously 7 days prior to the flight launch and weekly aboard the ISS. All mice were subdivided into saline or BuOE-treated groups. Upon return to the Earth, spaceflight mice were transported to the research laboratory at Roskamp Institute, Sarasota, Florida, within 20 h of splashdown. Mice were exsanguinated by closed-cardiac blood collection under deep Ketamine/Xylazine (150/45 mg/kg) anesthesia, followed by cervical dislocation as a secondary euthanasia method to ensure death. Ground control mice were maintained on Earth for 35 days in flight hardware cages under similar environmental conditions as the flight groups, including the same food, light/dark, temperature, treatment (SAL or BuOE), and euthanasia regimens. The protocol for GC mice commenced three days subsequent to the commencement of the protocol for spaceflight mice.

After sacrifice, mouse brains were then removed and prepared as follows. The left hemibrains were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS) for 24 h and then rinsed and washed with PBS for immunohistochemistry (IHC) assays or spatial genomics profiling. The right brains were flash-frozen and stored at −80 °C for further analysis. The study was approved by the Institutional Animal Care and Use Committee (IACUC) of Loma Linda University (LLU), Roskamp Institute, and The National Aeronautics and Space Administration (NASA).

### 4.2. GeoMx DSP

DSP technology enables us to select specific regions of interest (ROIs) with high magnification [59,60]. Three 6 μm formalin-fixed, paraffin-embedded (FFPE) tissue sections selected at a similar focal plane from three mice in each group were mounted on one slide for a total of 4 slides, one for each group (GC-SAL, GC-BuOE, FLT-SAL, and FLT-BuOE). Slides were baked for 2 h at 65 °C for paraffin removal before loading onto a Leica BOND RX for tissue rehydration in EtOH and ddH2O, heat-induced epitope retrieval (ER2 for 20 min at 100 °C) and proteinase K treatment (1.0 μg/mL for 15 min at 37 °C). Tissue sections were then hybridized with the Mouse Whole Transcriptome Atlas (WTA) probes overnight at 37 °C. Following 2 × 5 min stringent washes (1:1 4× SSC buffer and formamide), the slides were blocked for 30 min and then incubated with morphology marker antibodies for 1 h to guide region of interest (ROI) selection: GFAP (Texas Red/615nm channel, Alexa 594 fluorophore, 1:200 dilution, shown in green in Figure 1A, NBP2-33184DL594, Novus Biologicals, Littleton, CO, USA), and Iba1 (Cy5/666nm channel, Alexa 647 fluorophore, 1:100 dilution, shown in yellow in Figure 1A, 48934S, Cell Signalling Technologies, Danvers, MA, USA). Syto83 (Cy3/568 nm channel, Alexa 532 fluorophore, 1:10 dilution, shown in blue in Figure 1A, S11364, Invitrogen, Waltham, MA, USA) was used as a nuclear stain.

After ROI selection, UV light was directed by the GeoMx (https://nanostring.com/products/geomx-digital-spatial-profiler/, accessed on 3 February 2022, NanoString Technologies, Inc., Seattle, WA, USA) device at each area of illumination (AOI), releasing the RNA-ID containing oligonucleotide tags from the WTA probes for collection into a unique well for each AOI. For library preparation, Illumina i5 and i7 dual indexing primers were added to the oligonucleotide tags during PCR to uniquely index each AOI. AMPure XP beads (Beckman Coulter, Indianapolis, IN, USA) were used for PCR purification. Library concentration was measured using a Qubit fluorometer (Thermo Fisher Scientific, Waltham, MA, USA), and quality was assessed using a Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). Sequencing was performed on an Illumina NovaSeq 6000 (Illumina Inc., San Diego, CA, USA).

### 4.3. GeoMx DSP Data Analysis

Raw .fastq files were processed into gene count data for each AOI using the GeoMx^®^ NGS Pipeline via Amazon Web Services. All subsequent data analysis described in this subsection was performed using the online GeoMx DSP analysis platform [61], GeoMx DSP Control Center version 3.0.0.111. Raw reads were trimmed, stitched, aligned, and finally deduplicated using default parameters. Using Q3 normalized read count data, a differential expression analysis of FLT-SAL versus GC-SAL, and FLT-BuOE versus FLT-GC, was performed for each brain region independently. Statistical significance of differential expression was measured by *t*-test (non-paired), and permutation q-values (*p*-adjusted) were calculated. Genes with q < 0.05 and |log_2_ FC| > 0.585 were considered differentially expressed and used for downstream analysis.

### 4.4. Association of DEG’s with Neurological Disease

A list of genes with known associations to human neurological diseases was obtained using the DisGeNET [62] browse feature with the filters “Disease class: Mental disorders” and “Semantic type: disease or syndrome”. Only genes from curated databases were used.

### 4.5. Pathway Analysis

The online tool Enrichr [63,64,65] was used to perform pathway mapping for GC-SAL vs. FLT-SAL DEGs from each region independently. Enriched pathways in this paper are from the KEGG [65] 2019 Mouse pathway analysis in the “legacy” tab of the Enrichr website.

### 4.6. Principal Component Analysis

Q3 normalized read counts output by the online GeoMx DSP analysis platform, as described above, were used as inputs for the PCA. The analysis was done in R version 4.0.3. The R function aov() [66] was used to perform a linear analysis of variance (ANOVA) at each gene, using each biological sample as a factor. The R function qvalue() [67] was then used to calculate ANOVA q-values for all genes, based on the *p*-values output by aov. Significant genes from the ANOVA (q < 0.05) were then input into the R function PCA() [68] in order to generate PCA plots.

### 4.7. Statistical Comparison of Spaceflight-Induced and BuOE-Induced DEG Overlaps

For a given brain region, let N = total # of spaceflight-induced DEGs (GC-SAL vs. FLT-SAL) plus total # of BuOE-induced DEGs (FLT-SAL vs. FLT-BuOE) for that region. For each brain region, a 2 × 2 contingency matrix,

X_11_ X_12_

X_21_ X_22_,

was constructed, where X_11_ = # of spaceflight-induced DEGs changing in the opposite direction as BuOE-induced DEGs, X_12_ = N − X_11_, X_21_ = # of spaceflight-induced DEGs changing in the same direction as BuOE-induced DEGs, X_22_ = N − X_21_. Fisher’s exact test was then calculated on each 2 × 2 contingency matrix in order to obtain a *p*-value for the null hypothesis that the proportion of overlapping DEGs changing in the opposite direction was the same as the proportion of overlapping DEGs changing in the same direction.

### 4.8. Permutation Testing of Spaceflight-Induced and BuOE-Induced DEG Overlaps

For each brain region, a random set of BuOE-induced DEGs was selected as follows. The total set of gene symbols analyzed was shuffled using the “shuf” command in Ubuntu 20.04.5 LTS. The top N_up_ genes in the shuffled file were selected as the upregulated, BuOE-induced DEGs, where N_up_ = total # of actual upregulated, BuOE-induced DEGs (FLT-SAL vs. FLT-BuOE) for the brain region. Similarly, the bottom N_down_ genes in the shuffled file were selected as the downregulated, BuOE-induced DEGs, where N_down_ = total # of actual downregulated, BuOE-induced DEGs in the brain region. The randomly selected DEGs were then compared with the actual spaceflight-induced DEGs (GC-SAL vs. FLT-SAL) to determine how many changed in opposite directions. This shuffling procedure was repeated 1000 times for each brain region.

## Figures and Tables

**Figure 1:**
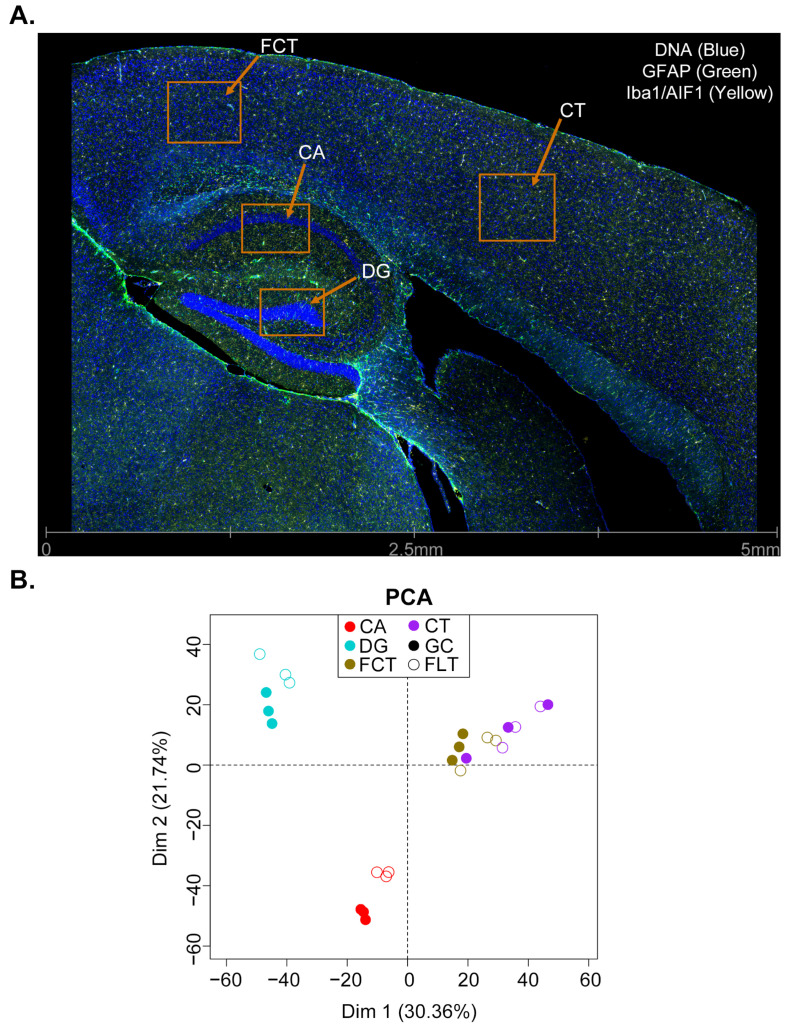
DSP of the mouse brain under spaceflight and grounded control conditions. (**A**), A representative image (FLT_SAL_2|005, 006, 007, and 008) of the brain regions profiled by DSP in this study. (**B**) Principal components analysis of the SAL transcriptomic data from the indicated brain regions. Filled circles represent the GC data, while empty circles represent the FLT data.

**Figure 2:**
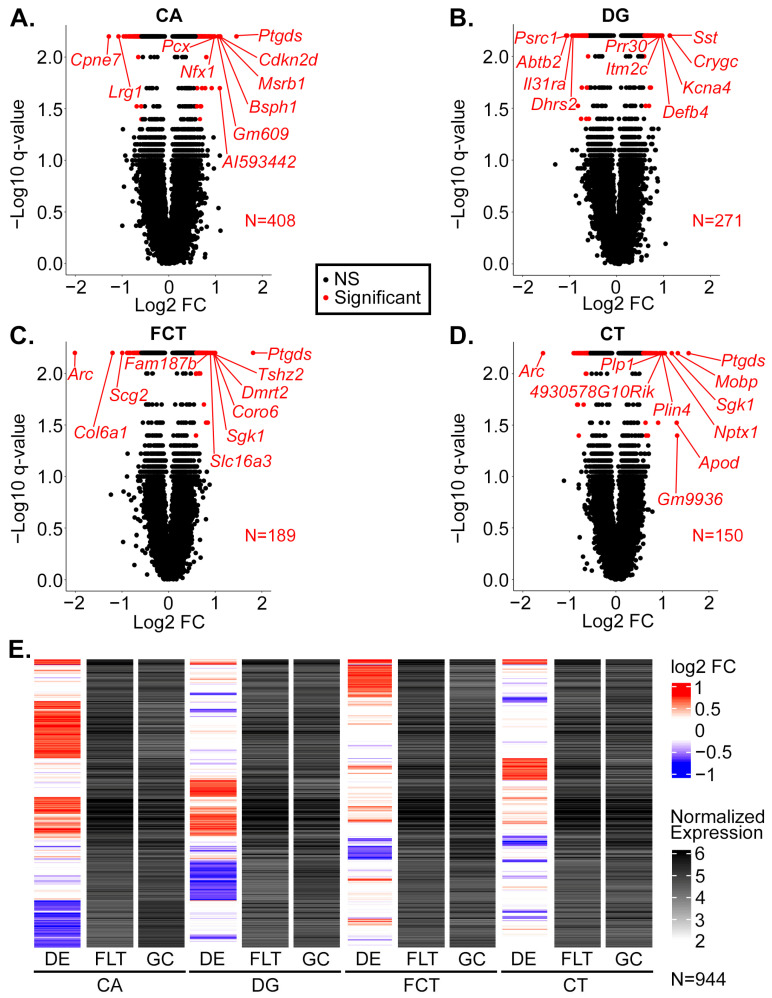
Differentially expressed genes due to spaceflight conditions. (**A**–**D**), Volcano plots summarizing the differential gene expression analysis of the indicated region, comparing FLT-SAL versus GC-SAL. The number of DEGs is indicated for each brain region. Gene symbols are shown for the top 10 DEGs by the magnitude of the log_2_ fold change (FC). (**E**), Heatmap of differential expression (DE) using log_2_ FC values of the FLT-SAL versus GC-SAL DEGs from the indicated regions, along with normalized gene expression values of the indicated samples and regions. Genes are ordered by hierarchical clustering of the log_2_ FC values.

**Figure 3:**
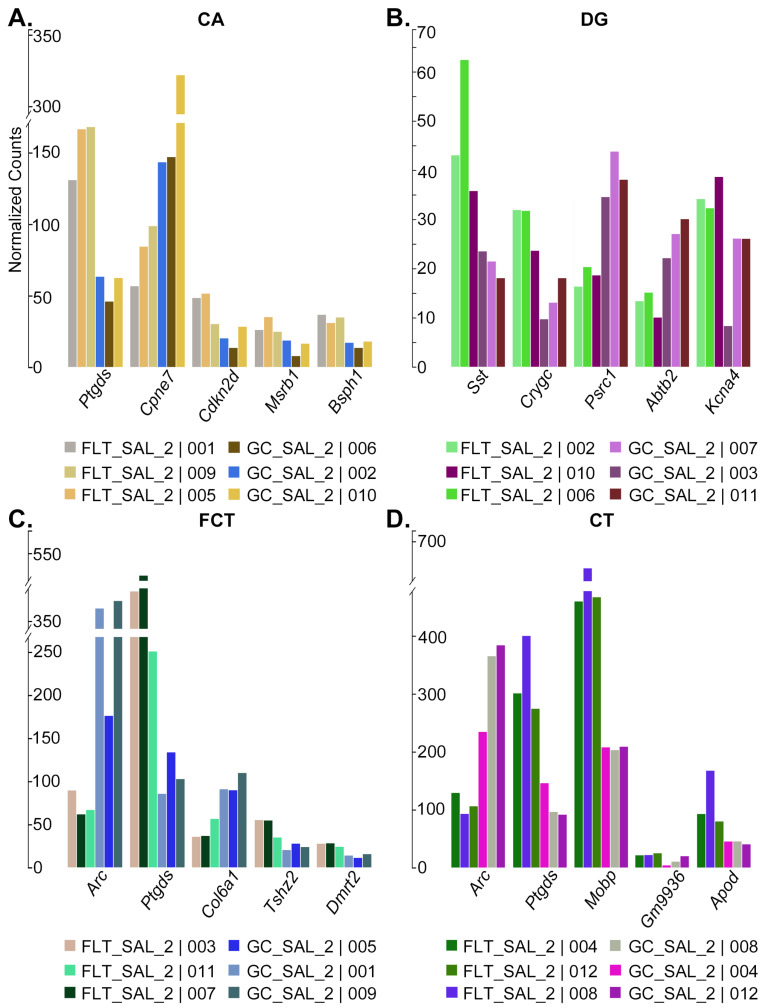
Top spaceflight DEGs. (**A**–**D**), Barplots showing the normalized expression values of the top 5 DEGs (FLT-SAL versus GC-SAL) by magnitude of log_2_ fold change.

**Figure 4:**
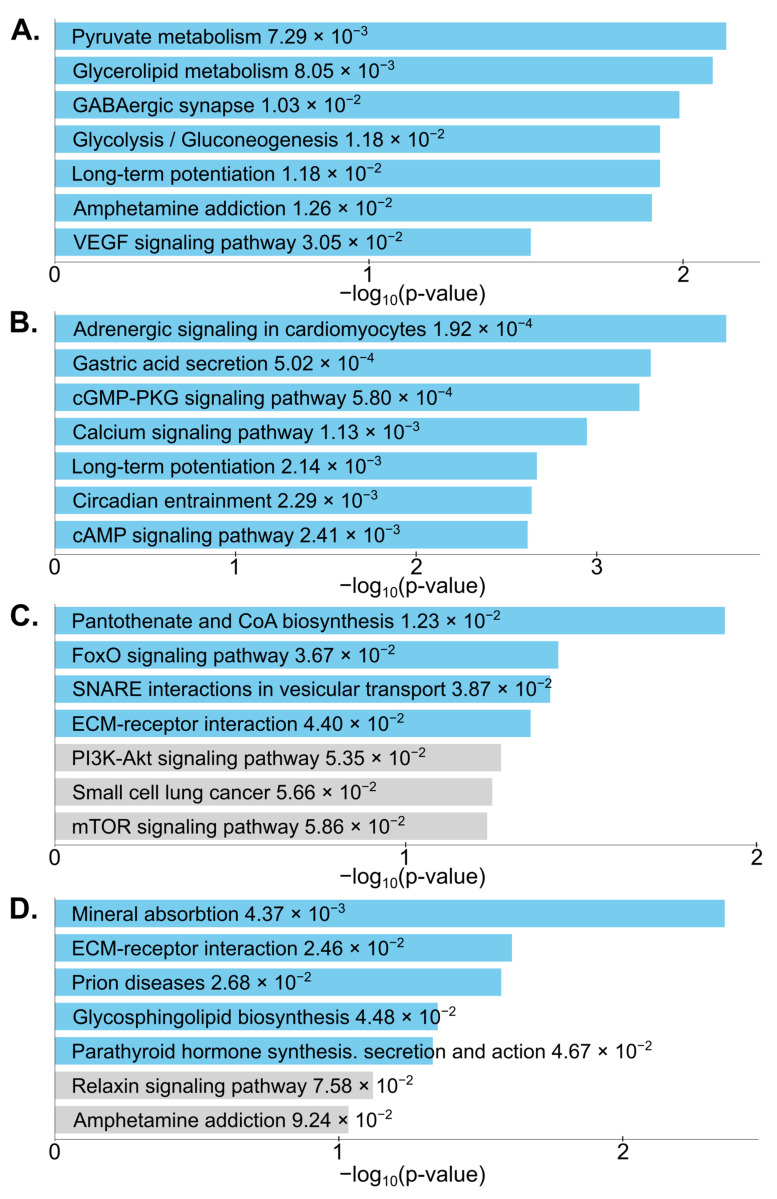
Pathway analysis. Bar plots showing the *p*-value for the 7 most statistically significant pathways containing FLT-SAL versus GC-SAL DEGs in (**A**): CA, (**B**): DG, (**C**): FCT, (**D**): CT.

**Figure 5:**
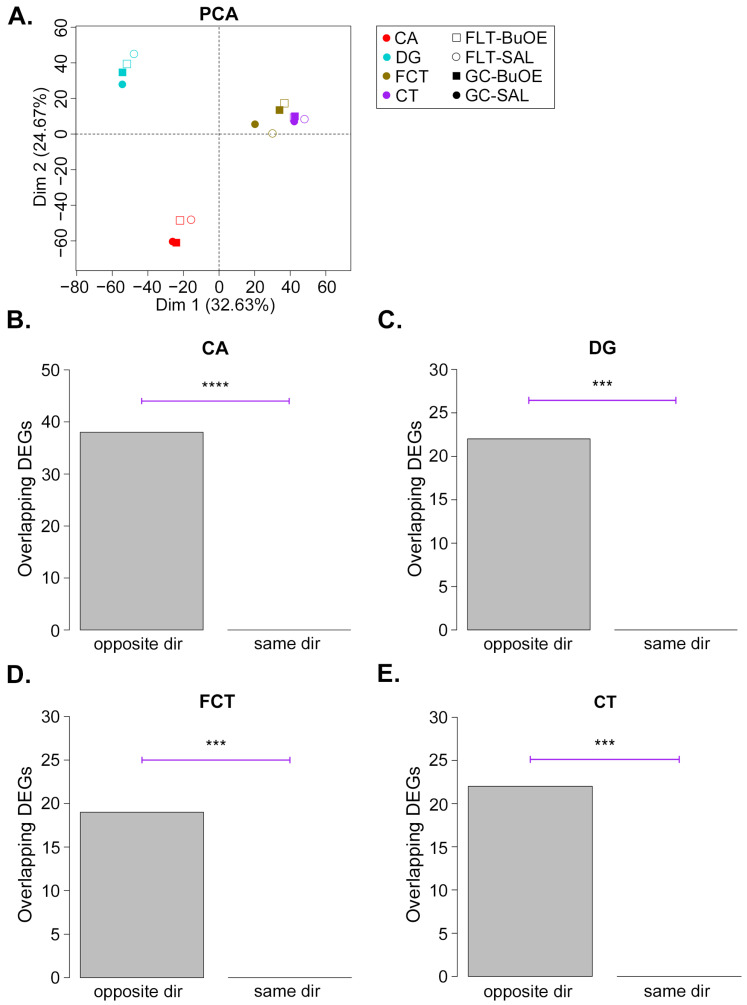
BuOE attenuates spaceflight-induced gene expression changes. (**A**), Principal components analysis of the indicated regions and treatment conditions. Each gene was averaged across replicates to obtain the PCA. Individual replicates are shown in the PCA in Supplementary File S1: Figure S3A. (**B**–**E**), Barplots comparing the number of spaceflight-induced DEGs (GC-SAL vs. FLT-SAL) that change in the opposite versus the same direction (dir) as BuOE-induced DEGs (FLT-SAL vs. FLT-BuOE). *p*-values were calculated by Fisher’s Exact test. *** *p* < 10^−5^; **** *p* < 10^−10^.

**Figure 6:**
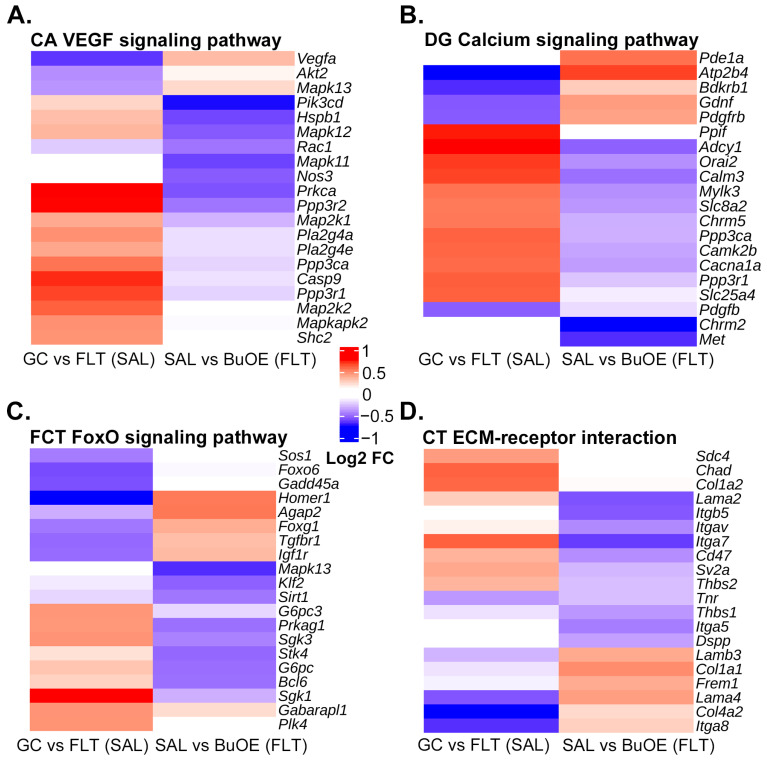
BuOE attenuation of spaceflight-induced gene expression changes of genes in oxidative stress–responsive pathways. (**A**–**D**), log2 fold change (FC) values of genes from the indicated comparisons, regions, and pathways. The top 20 genes by magnitude of log_2_ FC from either of the two comparisons are shown. Genes are ordered by hierarchical clustering. GC vs. FLT (SAL) = GC-SAL versus FLT-SAL; SAL vs. BuOE (FLT) = FLT-SAL versus FLT-BuOE.

## Data Availability

The data presented in this study are openly available in NCBI GEO, accession number GSE239336. Custom scripts used for data analysis in this study are available on the github repository (https://github.com/ikremsky/Scripts-for-Kremsky-et-al.-GeoMx-DSP-mouse-spaceflight-study, accessed on 21 July 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241713569/s1.

How the deposited data were processed for this re-analysis (not part of the article)

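Gene expression was measured by GeoMx digital spatial profiling in 4 brain regions (CA, DG, FCT and CT) of 12 male mice, 3 in each of the groups FLT-SAL, GC-SAL, FLT-BuOE and GC-BuOE, which gave 48 AOIs. The groups were taken from the sample labels and the paper. Sections of the 3 mice of a group shared 1 slide, so slide and group are confounded, and no fit with the slide as a term could be made. The replicate is the mouse. Within a region each mouse has 1 AOI, and fits over several regions took the mouse as a random block.

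The authors processed the reads with the GeoMx NGS Pipeline (trimming, stitching, alignment to the probe tags and removal of duplicate molecules) and deposited the raw count of each of 20175 probes in every AOI, without normalization. No genome build is involved in this step, since tags identify probes. The authors then normalized each AOI by its upper quartile in the GeoMx DSP Control Center, and they deposited this Q3-normalized signal for 15782 genes and the negative-control probes, 1 table for each region. The authors also deposited a log2 fold change, an unadjusted p-value and an adjusted p-value (permutation q-value) for every gene in 12 comparisons, 3 for each region. The deposited log2 fold changes equal the difference of mean log2 Q3-normalized counts. No column of values per sample was left unused. The adjusted p-values of the authors' deposited table were compared with the share of the 10 divisions of 6 mice into 3 and 3 that give a larger difference of means.

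The main test, fixed with the thresholds, the alternatives and the gene lists before the data were examined, was limma on log2(Q3-normalized count + 1), because the count files name probes and the Q3-normalized tables name genes. The 12 AOIs of a region entered 1 fit with the group as the only factor, with 8 residual degrees of freedom, empirical Bayes moderation with a mean-variance trend, and Benjamini-Hochberg adjustment over the 15782 genes. Contrasts were FLT-SAL against GC-SAL, FLT-BuOE against FLT-SAL, GC-BuOE against GC-SAL, FLT-BuOE against GC-BuOE, and the interaction, for which no fold threshold was used. Genes were called at an adjusted p below 0.05 and a log2 fold change beyond 0.585, and counts adjusted over a short list of genes alone use no fold threshold unless it is named. Dividing the Q3-normalized counts of an AOI by the step between its values gave whole counts for 99.98% of the values, within 0.02 of a count, and for 15777 genes the 48 counts equal those of exactly 1 probe. Tests on counts, with edgeR's quasi-likelihood method and with DESeq2, were run on the 15779 genes with whole counts in all AOIs, as alternatives. The negative-control row stayed out of all tests. Tests across genes were tried on simulated counts before use, drawn with the gene means, depths and dispersions of the 12 AOIs of a region and with 200 genes changed in FLT-SAL, and in FLT-SAL against GC-SAL limma made 6, 3, 4 and 8 false calls in CA, DG, FCT and CT, and edgeR 7, 9, 7 and 20, while both made 0 calls in the unchanged comparison of each region.

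The genes named in the text follow a rule: every gene that the paper names in its text, every gene of Supplementary File S2, the genes labelled in Figure 2A–D and Figure 6 as tallies, the 3 genes with the largest change in each region among those past the threshold with groups that do not overlap (for FLT-SAL against GC-SAL and for FLT-BuOE against FLT-SAL), and members of the gene lists. The paper's values for its genes had been seen when the rule was written. Genes named outside the rule are named because they are few, after their values were seen. Coordinates come from the GENCODE annotation of GRCm38, matched by symbol.

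The PCA followed the paper, with an analysis of variance for each gene and Benjamini-Hochberg adjustment in place of q-values. Distances between group centres were measured on the first 2 components, and jackknife standard errors left out 1 mouse at a time within each group. Overlaps of DEGs were tested with Fisher's exact test on the matrix of the paper, with 1000 shuffles of the genes, with 100 regroupings of the mice, and against 100 simulations of unchanged groups that share a group of mice. A first set of simulations used 1 spread per gene for all groups, and a second, added after the first was seen, used the spread of each group. Gene lists for oligodendrocytes and myelin, astrocytes, microglia, GABAergic interneurons, dentate granule cells, CA1 pyramidal cells, meninges and vessel wall, immediate early genes, glucocorticoid-responsive genes, circadian clock genes and antioxidant response genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with Benjamini-Hochberg adjustment over the 176 tests of 11 lists, 4 regions and 4 contrasts. A list of 19 heat shock genes was added after DEGs had been seen. The lists hold genes that the paper picked from these samples, among them Mobp, Apod and Ptgds of the myelin genes and Glul of the astrocyte genes. The single result of 1 gene is not reported here.

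Deduplicated counts per AOI ran from 322629 to 1579380. At this depth the upper quartile of the genes was 19 to 89 counts, and this quartile was 1.91 to 4.33 times the negative-control value, so fold changes of genes near that value carry counting error and background that was not subtracted. The alternatives were a pseudocount of 5, a filter that kept genes at 1.5 times the negative-control probes or more (9431 genes in CA, 15704 in DG, 13921 in FCT and 12654 in CT), subtraction of the negative-control value, a fit of only the groups compared, edgeR with TMM or upper-quartile scaling, DESeq2, permutation q-values, no fold threshold, the replicate number as a block, and each mouse left out in turn. Counts thinned to the lowest total of a region (277716 in CA, 367100 in DG, 428534 in FCT and 480987 in CT) and a rule based on groups that do not overlap were added later. Enrichment of pathways and the search of disease databases were not analysed here. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.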

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

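The tests of how often other divisions of the mice give region-dependent genes, and of a list of heat shock genes, were chosen after the result was seen.

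The paper does not report DEGs for FLT-BuOE against GC-BuOE, a comparison that shares no mouse with FLT-SAL against GC-SAL. In limma with Benjamini-Hochberg adjustment it gave 7 DEGs in CA (3 higher in flight), 17 in DG (7 higher), 3 in FCT (2 higher) and 2 in CT (0 higher), with 1187, 1301, 1131 and 1049 genes at an unadjusted p below 0.05. edgeR with TMM scaling called 20, 19, 4 and 5 genes, and DESeq2 1, 11, 1 and 2. Among those of limma are Arc in CA (log2 fold change -0.98, adjusted p = 4.2e-04, limma with Benjamini-Hochberg adjustment) and in CT (-1.0), Ptgds in DG (1.28) and FCT (1.45), and Cryab in CT (-1.23, adjusted p = 5.0e-05, limma with Benjamini-Hochberg adjustment), each with flight and ground mice that did not overlap, where chance gives 10.0% of genes. These and the genes named below for this comparison were singled out after their values were seen. The count in CA became 1 without GC-BuOE mouse 1, without FLT-BuOE mouse 1 or without FLT-BuOE mouse 3, 3 without FLT-BuOE mouse 2 and 12 without GC-BuOE mouse 3. The count in DG became 9 without GC-BuOE mouse 2 and 6 without GC-BuOE mouse 3, that in FCT 6 without FLT-BuOE mouse 2, and that in CT 1 without FLT-BuOE mouse 3. The real division of the 6 mice gave the largest count of the 10 divisions (1 of 10 as large) in each region, and the highest of the others was 1 in CA, 1 in DG, 1 in FCT and 0 in CT. With 10 divisions the share is never below 0.1, so chance cannot be excluded.

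Each group lies on 1 slide, so any pair of groups differs by slide as well. Suppose the saline DEGs came from a difference between the FLT-SAL and GC-SAL slides that has nothing to do with flight. Their direction on the other 2 slides would then be a matter of chance, unless these slides differ by a shift of many such genes. Of the 86 spaceflight DEGs of the 4 regions, 73 (84.9%) had the same direction in FLT-BuOE against GC-BuOE, and with an adjusted p below 0.05 over these genes alone (limma with Benjamini-Hochberg adjustment, no fold threshold) were 19 in the same direction and 3 in the opposite one. The median share of the change that was kept was 31.4% in CA, 28.6% in DG, 32.2% in FCT and 24.9% in CT. Choosing the DEGs in the treated mice instead, 24 of 29 (82.8%) had the same direction in the saline mice. The median share kept was then 16.7% in CA, 23.4% in DG, 47.7% in FCT (3 genes) and 89.7% in CT (2 genes). Genes chosen for a large change in some mice show a smaller one in others by selection alone. The shares kept therefore do not measure attenuation by BuOE. Most saline DEGs were higher in flight, so a shift of such genes between the other 2 slides could add to the agreement, and no base rate was taken. Some genes also count in several regions. The DEGs chosen in the treated mice went in both directions. Within these limits, the agreement in both readings argues against a slide difference unrelated to flight as the whole source of the DEGs. A batch common to both flight slides, the transport of the flight mice within 20 h of landing, and the start of the ground group 3 days later remain open, as does an effect of flight. They are confounded with flight in both comparisons.

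In DG, Hspa8 (-0.64), Hsph1 (-0.92) and Hsp90b1 (-0.84) were lower and Cirbp (1.07) and Rbm3 (0.68) higher in FLT-BuOE than in GC-BuOE. In FLT-SAL against GC-SAL in DG, Cirbp (0.56) and Rbm3 (0.86) were also higher, and Hspa8 (-0.09), Hsph1 (-0.24) and Hsp90b1 (-0.55) lower. In CA, FCT and CT the saline changes were 0.68, 0.74 and 0.66 for Cirbp and 0.55, 0.68 and 0.79 for Rbm3. The rise of these 2 genes was thus not limited to treated mice. A lower heat shock response as a group in the flight mice may underlie the pattern in DG under BuOE. The median log2 fold change of the other heat shock genes was -0.17 in DG (SD over genes 0.23, 13 of 17 lower), short of the 0.2 below 0 set for this test. Of 2000 random lists of similar abundance, 0.40% had a lower median in DG, 0.60% in CA, and 0 in FCT and CT. Hsp90ab1, the most abundant of the list, changed by -0.08. The medians were -0.21 in CA (10 of 13 lower), -0.26 in FCT (14 of 16) and -0.24 in CT (14 of 15), and in the saline mice -0.03, -0.02, -0.19 and -0.10 in CA, DG, FCT and CT, with 13.8%, 19.3%, 0.050% and 3.30% of random lists lower. This argues against changes of single genes without a shift of the list. In each region 1 of the 10 divisions of the treated mice gave a median as far from 0 (highest other 0.21 in CA, 0.14 in DG, 0.19 in FCT and 0.12 in CT), so chance between mice cannot be excluded, and a lower heat shock response in flight stays open. Body temperature at sampling was not analysed here.

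The list of oligodendrocyte and myelin genes had a median log2 fold change of 0.74 in CT in FLT-SAL against GC-SAL (12 of 12 genes higher, adjusted p = 5.9e-45, camera with Benjamini-Hochberg adjustment) and of -0.77 in FLT-BuOE against FLT-SAL (0 of 12 higher, adjusted p = 1.9e-38, camera with Benjamini-Hochberg adjustment). With an estimated correlation between the genes both had an adjusted p of 0.042, and no other of the 176 tests passed. Averaged over the list, all 3 FLT-SAL mice (0.36 to 0.84 above the mean of all mice) lay above the 9 others (-0.40 to 0.14). Some genes of this list, such as Mobp, Apod and Ptgds, are genes that the paper picked from these samples, so the list was also read without those that it picked. A different share of white matter in the AOIs would raise the remaining genes too, and their median was 0.57 (SD over genes 0.24, 8 of 8 higher), with Mbp, the most abundant, at 217 ± 22.3 (SD, n = 3 mice) in FLT-SAL and 143 ± 15.9 in GC-SAL. A share of white matter that differs with the placement of the areas is thus a candidate explanation, as is a change of myelin transcripts in flight, which would look the same in these values. In CT each AOI covered 224546 square μm in FLT-SAL, 144580 in FLT-BuOE and 208860 in GC-BuOE, and those of GC-SAL covered 146259 to 244534. The areas thus differed between slides, but an area does not give the share of white matter. The AOIs of a group were placed on 1 slide, and no value used here separates placement from flight.

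The effect of spaceflight differed between regions for 9 genes in the fit over the saline AOIs, by a test of the interaction of region and flight. The number was 3, 1 and 10 without FLT-SAL mouse 1, 2 and 3, and 4, 21 and 12 without GC-SAL mouse 1, 2 and 3. Mobp and Cldn11 among the 9 are myelin genes, for which a share of white matter that differs between AOIs may be a source (0.57 for the list in CT without the genes that the paper picked), and Arc is an immediate early gene. Of the 10 divisions of the mice only the real one gave so many (1 of 10), and the highest of the others was 0, which with 10 divisions cannot exclude chance.

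Cpne7, Junb, Mobp and Cldn11, singled out because few genes passed, were among those past the test of whether the effect of spaceflight differs between BuOE and saline. The difference was 2.33 for Cpne7 in CA (standard error 0.28, adjusted p = 1.3e-07, limma with Benjamini-Hochberg adjustment), 1.42 for Junb in FCT (0.23, adjusted p = 0.0025), -1.64 for Mobp in CT (0.23, adjusted p = 3.9e-05) and -1.43 for Cldn11 in CT (0.26, adjusted p = 0.0070), all by the same tool and adjustment. The first 3 passed with any of the 12 mice left out. Cldn11 missed the threshold without GC-SAL mouse 1, GC-BuOE mouse 3, FLT-SAL mouse 2 or FLT-BuOE mouse 1, with a difference between -1.60 and -1.26 over all mice left out. The Q3-normalized count of Cpne7 was 204 ± 102 (SD, n = 3 mice) in GC-SAL, 121 ± 46.3 in GC-BuOE, 79.7 ± 21.4 in FLT-SAL and 242 ± 22.2 in FLT-BuOE. That of Junb was 139 ± 6.24 in FLT-BuOE and 59.2 to 78.7 in the other groups.

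In 100 divisions that redraw the treatment within flight and within ground mice, 14 gave as many interaction genes as the real 1 in CA, 14 as many as the real 1 in FCT and 9 as many as the real 3 in CT, with highest other counts of 4, 14 and 32. Chance therefore cannot be excluded for these counts. The real count in DG was 0, which all 100 divisions reach by definition, so it is not tested there. In DG limma found 0 interaction genes, with 1009 at an unadjusted p below 0.05, where edgeR found 7 and DESeq2 0. Mobp and Cldn11 in CT move with their list, so that a white matter share may be behind them as well (0.57), and for Cpne7 and Junb no technical explanation other than the division of the mice was tested. An action of BuOE that depends on flight stays open for these 4 genes as an untested hypothesis.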

How the results depend on the processing

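The tests with the rule of groups that do not overlap, with thinned counts and without mice of the groups not compared were chosen after the result was seen. The alternatives not run were the fit of 2 groups and the permutation q-values for the interaction, which have no such form. A mouse left out leaves 2 in its group, and limma pools the spread over the groups.

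Of the values of counts, distances and correlations under alternatives other than leaving out a mouse, 203 stayed the same within the limits set (1.5 times for a count), 139 moved and 1 reversed. With a mouse left out, 375 stayed and 111 moved. For the named genes, 222 fold changes kept direction and side of the threshold, 14 came to pass it and 4 no longer passed, and with a mouse left out 313 kept both, 7 came to pass and 40 no longer passed. No named gene reversed. Among the gene lists that passed, 102 tests stayed past the threshold and 34 did not, and with a mouse left out 180 and 24. The cause was not tested for any of the changes below, except where it is given.

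The fit of 2 groups gave 46 spaceflight DEGs in CA and 17 in FCT, 2 BuOE DEGs in flight in CA, and 5 on the ground in FCT. A pseudocount of 5 gave 8 BuOE DEGs in flight in FCT and 11 DEGs of FLT-BuOE against GC-BuOE in CA. The low-value filter, which tests fewer genes, gave 36 spaceflight DEGs in CA, 17 genes in 2 or more regions, and a correlation of the saline and treated spaceflight effects of 0.149 in CA. With background subtracted there were 27 spaceflight DEGs in DG and 4 in FCT, 2 BuOE DEGs in flight in FCT and 7 in CT, 0 on the ground in FCT (limma, 1 without subtraction, 8 by edgeR, 0 by DESeq2 and 888 at an unadjusted p below 0.05 without subtraction), and 12 and 4 DEGs of FLT-BuOE against GC-BuOE in CA and DG, with correlations of 0.0314 in CA and 0.0217 in FCT. This subtraction moved the median log2 fold change of all genes by more than 0.1 in FLT-BuOE against GC-BuOE in CA (0.22), in FLT-BuOE against FLT-SAL in FCT (0.19), in GC-BuOE against GC-SAL in CA (-0.13) and in FLT-BuOE against GC-BuOE in CT (-0.10), so changes there are relative to it.

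With edgeR and TMM scaling the spaceflight DEGs numbered 48 in CA, 71 in DG, 26 in FCT and 37 in CT, 157 in at least 1 region and 21 in 2 or more. The BuOE DEGs in flight numbered 4 in CA, 6 in DG and 27 in FCT, those on the ground 6, 5 and 8 in the same regions, those of FLT-BuOE against GC-BuOE 20 in CA and 5 in CT, and the interaction genes 4, 7 and 3 in CA, DG and FCT. The opposite overlap was 2 in CA, 1 in DG and 4 in FCT. All 22 limma DEGs of CA, 41 of DG, 8 of FCT and 14 of CT were among those of edgeR. The share of spaceflight DEGs higher in flight was 81.3% in CA, 74.6% in DG, 42.3% in FCT and 45.9% in CT with TMM, and 85.2%, 74.3%, 55.6% and 47.4% with upper-quartile scaling, against 90.9%, 92.9%, 62.5% and 71.4% in limma, and with background subtracted it was 25.0% in FCT. For BuOE DEGs in flight in FCT, it was 85.2% with edgeR against 60.0% in limma, while in the authors' deposited calls 48 were higher and 281 lower, and with the rule of groups that do not overlap 14.2% were higher. With upper-quartile scaling edgeR gave 61, 70, 27 and 38 spaceflight DEGs, 4, 7, 25 and 26 BuOE DEGs in flight, 7, 5 and 8 on the ground in CA, DG and FCT, 19 and 5 of FLT-BuOE against GC-BuOE in CA and CT, and 3, 7 and 3 interaction genes in CA, DG and FCT.

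DESeq2 gave 13 spaceflight DEGs in FCT, 0 BuOE DEGs in flight in CA (limma 1, edgeR 4, and 782 at an unadjusted p below 0.05 in limma) and 31 in FCT, 0 on the ground in FCT, 1, 11 and 1 of FLT-BuOE against GC-BuOE in CA, DG and FCT, and 0 interaction genes in CA (limma 1, edgeR 4, and 851 at an unadjusted p below 0.05 in limma). Permutation q-values gave 0 DEGs in every comparison of 2 groups and every region, 0 genes in at least 1 region and 0 in 2 or more. Pooled over genes, the other 9 divisions of 6 mice are the only reference of this test, and limma, edgeR and DESeq2 gave 22, 48 and 17 in CA, with 1062 at an unadjusted p below 0.05 in limma.

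Thinned counts gave 7 spaceflight DEGs in CA and 23 in DG, 2 BuOE DEGs in flight in CA, 3 on the ground in FCT, 10 of FLT-BuOE against GC-BuOE in DG and 2 interaction genes in FCT. Spaceflight calls in CA and DG thus fell with thinning, while BuOE calls in flight in CA and on the ground in FCT rose. Thinning lowers the depth and also makes it equal between AOIs, so which of these lowered the calls cannot be told apart. In simulated counts at the depth of these samples, limma recovered 60.3%, 62.9%, 82.4% and 80.3% of changes of 1 on the log2 scale in CA, DG, FCT and CT, and 94.1%, 97.3%, 97.0% and 97.1% of changes of 1.5. The rule of groups that do not overlap gave 411, 279, 187 and 152 spaceflight DEGs, 357, 244, 331 and 182 BuOE DEGs in flight, 362, 251, 191 and 106 on the ground, 462, 372, 263 and 195 of FLT-BuOE against GC-BuOE, 954 genes in at least 1 region, 63 in 2 or more, and opposite overlaps of 39, 22, 20 and 23, where chance gives such groups for 10.0% of genes. The authors' deposited calls gave opposite overlaps of 38, 22, 19 and 22.

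The replicate numbers do not pair the mice. Deviations from the group mean correlated at 0.0161 on average between mice with the same number and at -0.0080 between others. A block for the number gave 52, 19 and 23 spaceflight DEGs in CA, FCT and CT, 2, 3, 31 and 32 BuOE DEGs in flight, 15 and 28 of FLT-BuOE against GC-BuOE in CA and DG, 5 and 3 interaction genes in DG and FCT, and 11 genes of Supplementary File S2 past the threshold over all genes. With an estimated correlation, 1, 1, 0 and 0 gene lists passed in camera in FLT-SAL against GC-SAL, FLT-BuOE against FLT-SAL, GC-BuOE against GC-SAL and FLT-BuOE against GC-BuOE, where the preset correlation gave 14, 9, 4 and 7.

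In the PCA, all genes in place of the selected ones gave a distance of FLT-SAL from GC-SAL of 0.306 in CA, ratios to GC-BuOE of 0.364 in DG and 1.19 in FCT, and a ratio to GC-SAL of 2.73 in FCT. The ratio to GC-BuOE in FCT reversed, since it was 0.199 with the selected genes. With all components the distances were 0.928, 0.814, 0.753 and 0.728 in CA, DG, FCT and CT, the ratio to GC-SAL in DG was 0.969, and those to GC-BuOE in DG and FCT were 0.977 and 0.992. The replicate correlation of log2 values was 0.854.

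With each mouse of the groups compared left out in turn, spaceflight DEGs ranged from 1 (without FLT-SAL mouse 1) to 42 (without GC-SAL mouse 2) in CA, from 14 (FLT-SAL mouse 3) to 53 (GC-SAL mouse 2) in DG, from 2 (GC-SAL mouse 3) to 13 (FLT-SAL mouse 3) in FCT and from 9 (FLT-SAL mouse 2) to 22 (GC-SAL mouse 2) in CT. BuOE DEGs in flight ranged from 1 to 2, 0 to 9, 2 to 42 and 3 to 36, each highest without FLT-BuOE mouse 3, those on the ground from 0 to 6 (GC-BuOE mouse 3), 0 to 3 (GC-SAL mouse 1), 0 to 4 (GC-SAL mouse 2) and 0 to 1 (GC-SAL mouse 3), and those of FLT-BuOE against GC-BuOE from 1 to 12, 6 to 19, 2 to 6 and 1 to 2. Mice of the 2 groups not compared are in the same fit, and without each of them spaceflight DEGs ranged from 16 to 36 in CA, 35 to 49 in DG, 8 to 18 in FCT and 14 to 16 in CT, BuOE DEGs in flight from 3 to 6 in FCT and 9 to 26 in CT, those on the ground from 1 to 4 in FCT, and those of FLT-BuOE against GC-BuOE from 5 to 11, 13 to 22, 2 to 3 and 2 to 3. Interaction genes ranged from 1 to 4, 0 to 5, 1 to 3 and 2 to 5. Genes in at least 1 region numbered 31 to 100, in 2 or more 2 to 23, and with an effect that differs between regions 1 to 21, each highest without GC-SAL mouse 2. Opposite overlaps ranged from 0 to 1, 0 to 2, 1 to 3 and 1 to 6, and those in the same direction were 0 throughout.

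The correlation of the saline and treated spaceflight effects ranged from 0.0574 to 0.10 in CA, 0.0292 to 0.115 in DG, 0.0391 to 0.0828 in FCT and 0.0333 to 0.0965 in CT with a mouse left out. The PCA distance of FLT-SAL from GC-SAL ranged from 0.0593 to 0.201, 0.166 to 0.311, 0.0779 to 0.247 and 0.0269 to 0.287. The ratios to GC-SAL ranged from 0.417 to 1.01, 0.175 to 0.746, 1.15 to 2.45 and 0.140 to 1.53 (highest without FLT-BuOE mouse 3 in CA and CT), and those to GC-BuOE from 0.378 to 1.02, 0.157 to 0.416, 0.126 to 0.598 and 0.0466 to 1.63 (highest without FLT-BuOE mouse 2 in CT). Gene lists that passed numbered 13 to 20, 7 to 13, 3 to 4 and 5 to 8 in the 4 comparisons. Of the genes of Supplementary File S2, 24 to 26 passed over the list alone, without a fold threshold, and 3 to 8 over all genes. Named genes no longer passed most often without FLT-SAL mouse 1 (10 genes), mouse 2 (8) and mouse 3 (7).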

Differences from the paper's values

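The tests of the rule based on groups that do not overlap were chosen after the result was seen.

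The paper's number of spaceflight DEGs is 408 in CA, 271 in DG, 189 in FCT and 150 in CT, and the limma fit with Benjamini-Hochberg adjustment gave 22, 42, 8 and 14. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers, and these were the pseudocount, the low-value filter, the subtraction of background, the fit of 2 groups, edgeR with TMM or upper-quartile scaling, DESeq2, permutation q-values, no fold threshold, each mouse left out and the replicate number as a block. The nearest were 61 in CA (edgeR, upper-quartile), 71 in DG (edgeR, TMM), 27 in FCT (edgeR, upper-quartile) and 38 in CT (edgeR, upper-quartile). A rule that calls genes whose groups do not overlap, chosen after seeing the values, gave 411, 279, 187 and 152, of which 402, 269, 186 and 150 are DEGs in the authors' deposited table, so that it drops 6, 2, 3 and 0 of the 408, 271, 189 and 150 there. Chance gives such groups for 10.0% of genes. Of the DEGs in the authors' deposited table, limma also called 22, 40, 8 and 14, and edgeR with TMM scaling 41, 60, 20 and 31.

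The paper counts 944 genes changed by spaceflight in at least 1 region, and limma with Benjamini-Hochberg adjustment gave 72. The low-value filter gave 80, edgeR with TMM scaling 157, permutation q-values 0 and the leaving out of a mouse at most 100, and all of these set before the data were examined still differ. The rule of groups that do not overlap, chosen after seeing the values, gave 954.

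The number of spaceflight and BuOE DEGs that change in opposite directions is about 38 in CA, about 22 in DG, about 19 in FCT and about 22 in CT in Figure 5B–E, read by eye, and with the limma calls it was 1, 0, 1 and 5. The value falls within that of the figure with the authors' deposited calls, an alternative set before the data were examined, at 38, 22, 19 and 22. With edgeR (2, 1, 4 and 6), with the low-value filter (1, 0, 1 and 5) and with each mouse left out it differs. By the rule of groups that do not overlap, chosen after seeing the values, it was 39, 22, 20 and 23. The number in the same direction matched the 0 of the figure in each region.

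The paper states 22 spaceflight DEGs with a known association with a neurological disease, and of these 5 passed in limma with Benjamini-Hochberg adjustment over all genes. Of the alternatives, a pseudocount of 5 gave 5, the subtraction of background 5, edgeR with TMM scaling 7 and the replicate number as a block 8, and these and the leaving out of a mouse all differ.

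By the paper's counts CA has the most spaceflight DEGs. In limma DG had the most, as it did with a pseudocount of 5 (39 against 24 in CA), the low-value filter (42 against 36), the fit of 2 groups (51 against 46), no fold threshold (48 against 22), edgeR with TMM (71 against 48) or upper-quartile scaling (70 against 61) and DESeq2 (42 against 17). CA had the most with the background subtracted (32 against 27), with the replicate number as a block (52 against 50) and by the rule chosen after seeing the values (411 against 279).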

Other observations

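The tests of a share of white matter or interneurons as the whole source of a change, of the authors' adjusted p-values, of the shared FLT-SAL mice and of a reversal by BuOE, the simulation with the spread of each group, the thinned counts and the rule based on groups that do not overlap were chosen after the result was seen, while the other tests of this part were planned.

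In the authors' deposited table, adjusted p-values lie below 0.05 for genes whose unadjusted p-values do not. Of the spaceflight DEGs called from them, 188 in CA, 109 in DG, 85 in FCT and 63 in CT have an unadjusted p of 0.05 or more. The adjusted p-values of the authors' deposited table are consistent with a share of shuffled groupings counted for each gene, without correction over genes. Their SD around the share of the 10 divisions of 6 mice that give a larger difference was 0.0443, and 100 shuffles would give 0.0402, a ratio of 1.10. Of the genes with an adjusted p of 0 in the authors' deposited table, 96.4% to 99.6% over the 12 comparisons have groups that do not overlap, and chance gives 10.0% of genes, or 1578.2, such groups. A correction over genes of the unadjusted p-values of the authors' deposited table by Benjamini-Hochberg gives 0 genes in the 12 comparisons together, while limma, edgeR and DESeq2 on FLT-SAL against GC-SAL in CA gave 22, 48 and 17, with 1062 by limma at an unadjusted p below 0.05.

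A rule that calls the genes whose groups do not overlap was compared over the divisions of the 6 mice. The real division gave 411 genes in CA, 279 in DG, 187 in FCT and 152 in CT. As many came from 1, 1, 1 and 3 of the 10 divisions, and the highest of the others gave 295, 177, 153 and 285. Chance cannot be excluded with 10 divisions, and in CT other divisions gave more genes than the real one.

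Spaceflight and BuOE DEGs overlapped in opposite directions in the authors' deposited calls, for 101 genes in the 4 regions against 0 in the same direction. Both comparisons use the FLT-SAL mice, so a mouse that is high by chance raises a gene in one and lowers it in the other. A group of 3 mice cannot be divided into parts of 2 to measure this apart. In simulated groups without any effect, the mean opposite overlap was 47.4 in CA, 27.5 in DG, 18.1 in FCT and 15.1 in CT with 1 spread for all groups, and 23.2, 10.8, 8.95 and 7.42 with the spread of each group, with highest values of 37, 18, 16 and 17. Over the 4 regions these means are 107% and 49.8% of the observed overlap, which lay within the highest simulated values in 4 regions with 1 spread and in 0 with the spread of each group. The simulations called fewer spaceflight genes on average than the authors' deposited table holds, so these overlaps come from lists of unlike size. Part of the overlap may thus come from the shared mice. Whether all of it does cannot be told apart, as the simulated overlap depends on the spread and on the size of the lists. Under the rule of groups that do not overlap, 73, 84, 46 and 24 of 100 regroupings of the 12 mice gave an opposite overlap as large as the real 39, 22, 20 and 23. The highest were 105, 73, 83 and 55, so chance cannot be excluded. The regroupings mix the 4 groups, which can widen the spread of the shared group, so they do not settle how much chance gives.

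A reversal by BuOE beyond this would make the covariance of the spaceflight and BuOE fold changes more negative than the shared mice do. It was -0.0266 in CA, -0.0233 in DG, -0.0191 in FCT and -0.0208 in CT. The simulation with 1 spread gave -0.0332, -0.0266, -0.0241 and -0.0229, so that the observed values lay above it by 0.00424 on average, by more than 1 standard error in 1 region. The spread of the FLT-SAL mice themselves gave -0.0234, -0.0172, -0.0180 and -0.0173, and the observed values lay on average at -0.00349 from it, below it by more than 1 standard error in 2 regions and by more than 2 in 0. The sign depends on the spread that is assumed, so a reversal by BuOE cannot be told apart from the shared mice. A difference of the FLT-SAL slide from the other 3 would also make the covariance more negative.

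Of the limma DEGs of FLT-SAL against GC-SAL in CA and DG, 59 of 64 (92.2%) were higher in flight. The authors' deposited calls do not share this excess in DG, with 122 of 271 higher, and have less of it in CA, with 271 of 408. Background left in the Q3-normalized values would bring this share down once it is subtracted, and 55 of 59 (93.2%) were then higher. Deeper reads on the FLT-SAL slide would bring the share down in thinned counts. It fell to 24 of 30 (80.0%), and the higher DEGs fell from 59 to 24. The former value argues against background as the whole source. Most DEGs left after thinning were still higher, which argues against depth as the whole source, but depth as a part of the excess stays open. With edgeR the share was 81.3% in CA and 74.6% in DG with TMM, and 85.2% and 74.3% with upper-quartile scaling, where both the higher and the lower DEGs were more than in limma. A change in flight and other differences between the slides stay open.

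Over the 10 divisions of the 6 saline mice, the real one gave the most limma DEGs in each region, 22, 42, 8 and 14 in CA, DG, FCT and CT (1 of 10 as large in each), and the highest of the others were 0, 0, 1 and 1. For genes in at least 1 region it gave 72 (1 of 10, highest other 2), for genes in 2 or more regions 1 of 10 was as large (highest other 0), and for the genes of Supplementary File S2 adjusted over the list alone, without a fold threshold, 1 of 10 (highest other 1), where the study chose the list on these samples. In FLT-BuOE against FLT-SAL the number as large was 1 in CA (real count 1, highest other 0), 10 in DG (0 and 1), 2 in FCT (5 and 5) and 1 in CT (11 and 0). In GC-BuOE against GC-SAL it was 10 in CA (0 and 1), 10 in DG (0 and 0), 2 in FCT (1 and 2) and 10 in CT (0 and 0). A real count of 0 is reached by all divisions by definition and tests nothing, and chance cannot be excluded for any of the others with 10 divisions. For the counts of 0, limma gave 978 genes at an unadjusted p below 0.05 in DG in FLT-BuOE against FLT-SAL, where edgeR called 6 and DESeq2 0, and 884, 822 and 596 in CA, DG and CT in GC-BuOE against GC-SAL, where edgeR called 6, 5 and 0 and DESeq2 0 in each.

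Of the 176 tests of 11 gene lists, 34 passed in camera with the preset correlation and Benjamini-Hochberg adjustment, 14 in FLT-SAL against GC-SAL, 9 in FLT-BuOE against FLT-SAL, 4 in GC-BuOE against GC-SAL and 7 in FLT-BuOE against GC-BuOE. Adjusted within 1 comparison, 16 passed in FLT-SAL against GC-SAL and 9 in FLT-BuOE against FLT-SAL, and 1 and 3 of the 10 divisions gave as many, with highest other values of 12.0 and 12.0. Chance cannot be excluded, and unchanged groups can give many such calls when the genes of a list move together. In FLT-SAL against GC-SAL the myelin list also had a median of 0.23 in CA and 0.53 in FCT, the CA1 pyramidal list 0.36 in CA (5 of 7 genes higher) and -0.19 in CT (0 of 7), the dentate granule list 0.30 in DG (6 of 6), the astrocyte list 0.19 in DG (8 of 10), and the interneuron list 0.34 in FCT (7 of 9). The microglia list passed in 0 of its tests, with medians of -0.08, -0.04, 0.07 and -0.02 in CA, DG, FCT and CT, and so did the list of meninges and vessel wall (-0.18, -0.06, 0.07 and -0.16). The antioxidant list also passed in 0, with medians of 0.09, 0.16, 0.08 and 0.06 in flight and -0.05, -0.14, -0.10 and -0.10 with BuOE in flight.

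Arc was among the largest changes in FCT and CT. Lower expression of immediate early genes as a group is a candidate explanation for part of it, and it predicts that the other genes of the list fall as well. Their median was -0.24 in FCT (4 of 16 higher, SD over genes 0.29) and -0.32 in CT (2 of 15 higher, SD 0.32), and Egr1, the most abundant, had a Q3-normalized count of 88.4 ± 15.7 (SD, n = 3 mice) in FLT-SAL and 146 ± 24.3 in GC-SAL in CT. Arc itself fell by more than these genes, at -2.0 in FCT and -1.56 in CT, and a response need not move all its genes equally. In DG the other genes had a median of 0.13 (12 of 16 higher, SD 0.25) where Arc was at -0.47, so there Arc did not move with the list. In CA it was -0.12 (4 of 12 higher, SD 0.38), with Arc at -0.71. Whether this reflects flight or the handling before sampling stays open.

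Ptgds was among the largest changes in CA, FCT and CT. Tissue of meninges or vessel wall in the AOIs could bring it, together with other genes of these tissues. The median of the list was -0.042 in CA (2 genes, SD 0.20), 0.069 in FCT (5 genes, SD 0.17) and -0.062 in CT (2 genes, SD 0.25), and Cldn5, the most abundant, changed by 0.10 in CA, 0.07 in FCT and -0.24 in CT. In FCT the 5 genes argue against such tissue as the whole source. In CA and CT only 2 genes lay above the background, so the test does not decide, and such tissue stays open there. Ptgds is also in the myelin list, and the test assumed that a different share of white matter moves all genes of the list by about as much. Ptgds changed by 1.43 in CA, 1.80 in FCT and 1.56 in CT, and the median of all other genes of the list was 0.25 (SD 0.32), 0.53 (SD 0.42) and 0.62 (SD 0.36), lower by more than this spread also with background subtracted. Ptgds and Apod were picked for their large changes, which favours such a difference. In FCT the largest change of another gene of the list was 0.79 (0.94 with background subtracted). This argues against a share of white matter as the whole source for Ptgds there. With background subtracted, another gene rose by 2.50 in CA (Ptgds 1.85) and by 1.68 in CT (Ptgds 1.71), so the test does not decide there. Nor does it for Apod in CT (1.29, others 0.62, SD 0.41), where another gene rose by 1.56. For Mobp in CT (1.33, others 0.62, SD 0.40) the difference lay within the spread with background subtracted (1.40 against 1.02, SD 0.44), so it cannot be told apart there. A share of white matter stays open as part of these changes, and in CA and CT as the whole source, as does a change in flight.

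Sst had the largest change in DG. A different share of interneurons would move the other interneuron genes too, and their median was 0.11 (7 genes, 5 higher, SD 0.20), with Gad1, the most abundant, at 0.33. Sst itself changed by 1.10, and with background subtracted by 2.03 against 0.41 (SD 0.36). This argues against a share of interneurons as a whole as the whole source. A share of the interneurons that express Sst was not tested, and a smaller part from the share of interneurons cannot be told apart from a change of Sst. Sgk1 and Plin4 rose in CT. A glucocorticoid response is a candidate explanation, and the median of the other genes of that list was 0.23 in CT (10 of 13 higher, SD 0.25), with Mt1, the most abundant, at 0.62. The whole list had medians of 0.27 in DG, 0.49 in FCT and 0.25 in CT, and all 3 passed in camera. Flight, landing and transport are not separated by the design.

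The paper reports circadian entrainment among the pathways of DG. A different clock time at sampling could change clock genes of the 2 arms in opposite directions. The mean log2 fold change of Dbp, Nr1d1, Nr1d2, Per2, Per3, Ciart and Tef minus that of Arntl, Npas2 and Clock was 0.62 in CA, 0.36 in DG, 0.13 in FCT and 0.00025 in CT. The 4 regions come from the same mice and do not share a value, so the test does not decide. The clock list as a whole had medians of -0.02, 0.06, 0.12 and -0.01 in FLT-SAL against GC-SAL, and passed in FCT in FLT-BuOE against FLT-SAL (0.10, adjusted p = 0.0057, camera with Benjamini-Hochberg adjustment, 13 of 17 genes higher) and in FLT-BuOE against GC-BuOE (0.06, adjusted p = 0.0024, camera with Benjamini-Hochberg adjustment, 13 of 17 higher).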
